# Phenotype Enhancement Screen of a Regulatory *spx* Mutant Unveils a Role for the *ytpQ* Gene in the Control of Iron Homeostasis

**DOI:** 10.1371/journal.pone.0025066

**Published:** 2011-09-20

**Authors:** Peter Zuber, Shefali Chauhan, Praseeda Pilaka, Michiko M. Nakano, Sairam Gurumoorthy, Ann A. Lin, Skye M. Barendt, Bui Khanh Chi, Haike Antelmann, Ulrike Mäder

## Abstract

Spx is a global regulator of genes that are induced by disulfide stress in *Bacillus subtilis*. The regulon that it governs is comprised of over 120 genes based on microarray analysis, although it is not known how many of these are under direct Spx control. Most of the Spx-regulated genes (SRGs) are of unknown function, but many encode products that are conserved in low %GC Gram-positive bacteria. Using a gene-disruption library of *B. subtilis* genomic mutations, the SRGs were screened for phenotypes related to Spx-controlled activities, such as poor growth in minimal medium and sensitivity to methyglyoxal, but nearly all of the SRG mutations showed little if any phenotype. To uncover SRG function, the mutations were rescreened in an *spx* mutant background to determine which mutant SRG allele would enhance the *spx* mutant phenotype. One of the SRGs, *ytpQ* was the site of a mutation that, when combined with an *spx* null mutation, elevated the severity of the Spx mutant phenotype, as shown by reduced growth in a minimal medium and by hypersensitivity to methyglyoxal. The *ytpQ* mutant showed elevated oxidative protein damage when exposed to methylglyoxal, and reduced growth rate in liquid culture. Proteomic and transcriptomic data indicated that the *ytpQ* mutation caused the derepression of the Fur and PerR regulons of *B. subtilis*. Our study suggests that the *ytpQ* gene, encoding a conserved DUF1444 protein, functions directly or indirectly in iron homeostasis. The *ytpQ* mutant phenotype mimics that of a *fur* mutation, suggesting a condition of low cellular iron. In vitro transcription analysis indicated that Spx stimulates transcription from the *ytpPQR* operon within which the *ytpQ* gene resides. The work uncovers a link between Spx and control of iron homeostasis.

## Introduction

Transcriptome profiling can place genes into regulons or stimulons by providing evidence for coordinate control, governed by a transcriptional regulator and responsive to a specific metabolic or environmental stimulus [1]. In Gram-positive bacteria, some regulons, such as those controlled by alternative RNA polymerase sigma subunits [2] and global regulators [3] are large and complex. For example, the general stress SigmaB regulon, transcription of which requires the alternative RNA polymerase form bearing the σ^B^ subunit, is estimated to include over 200 genes in *L. monocytogenes* [4] and over 120 genes in *B. subtilis* [5], [6], [7], [8]. Many of the genes within complex regulons are of unknown function and the sites of mutations having no detectable phenotype. Hence our view of the roles global regulators play in bacterial physiology remains incomplete. We can imagine that the genes within these complex regulons reside in functionally redundant or genetically buffered subgroups required for alleviating stress by detoxifying or removing harmful agents, or repairing the damage such agents inflict upon macromolecules and supramolecular structure.

The Spx protein is a global regulator of the Gram-positive bacterium's stress response [9]. It is highly conserved in low G+C Gram-positive bacteria [10], and in *B. subtilis* it interacts with RNA polymerase to exert positive and negative transcriptional control over a genome-wide scale [11], [12], [13]. The products of genes having known function that are induced by Spx include thioredoxin, thioredoxin reductase, and products that function in cysteine biosynthesis as well as synthesis of the low molecular weight redox buffer, bacillithiol [12], [14], [15]. Spx activates the transcription of its regulon in response to disulfide stress and in cells treated with various toxic agents including paraquat, nitric oxide, cell wall-acting agents, toxic electrophiles and hypochloric acid [12], [16], [17], [18], [19], [20], [21]. Spx is under tight regulation that involves positive and negative transcriptional control [22], [23], [24] and proteolytic control by a substrate-binding factor, YjbH, together with the ATP-dependent protease, ClpXP [25], [26], [27], [28]. Additionally, its activity is controlled by a disulfide redox switch involving a CXXC motif at the N-terminal end of Spx that affects the protein's productive interaction with RNA polymerase [11]. Spx governs a large regulon with about 120 of its members designated as “y” genes of unknown function (Table S1). Because the Spx regulon is induced under a variety of stress conditions, uncovering the function of the Spx-regulated genes (SRGs) would further define the role of Spx in the cell's response to encounters with harmful agents.

In recent years, methods of genetic analysis have been developed to exploit the vast collections of genomic data generated from whole genome sequencing projects. Large gene knock-out libraries have been created and utilized to uncover functional genetic modules consisting of genes that influence essential cellular processes. One way this has been accomplished is by the systematic and automated screening of strains with paired mutations (double mutants) to search for synthetic phenotypes indicative of genetic interaction [29], [30], [31], [32], [33], [34], [35]. The rationale for uncovering modules of interacting genes has its origins in concepts of functional redundancy and genetic buffering [36]. Elegant studies using classic genetic systems, and screens for unlinked non-complementation and synthetic lethality, uncovered genes that reside within functional modules that affect, for example, morphogenesis and the dynamics of cytoskeletal components [37], [38], [39], [40], [41]. More recent studies of genome-wide synthetic genetic arrays uncovered new factors involved in iron metabolism and in the activity of the transcription complex [29]. Thus genetic screens for synthetic interaction and phenotype enhancement can shed light on the functions of genes for which no known function has been assigned. Hence, we undertook a phenotype enhancement screen of *spx* mutants bearing knock-outs of each of the SRGs of unknown function. Strains with the *spx* mutation paired with each *srg* mutation that have defects in growth or elevated sensitivity to methylglyoxal, to which *spx* mutants are sensitive, were detected. One such *srg* mutation, in the *ytpQ* gene, was studied using proteomic and transcriptomic analyses, which uncovered a role for *ytpQ* in iron metabolism/homeostasis.

## Results and Discussion

Results of previously published microarray hybridization data [12], uncovered about 125 genes of the “y” designation that were more than 3-fold upregulated by high Spx concentrations (Table S1). The majority of the genes are of unknown function, although many encode products that are highly conserved in other, mostly Gram-positive, bacterial species. While we do not know at this point if all of the genes are under the direct transcriptional control of Spx, we decided to designate the genes as SRGs, or Spx-regulated genes.

The *spx* regulon is induced by a number of toxic agents and stress conditions, [10], [12], [16], [17], [20], [22], [42]. To understand further the role of Spx in the cell's response to these diverse stress conditions, we sought to gain information on the function of the individual SRGs. A *B. subtilis* ORF knock-out library, obtained from K. Kobayashi and N. Ogasawara (NAIST, Japan), contains gene disruptions in over 2,000 ORFs that are assigned the “y” genomic designation [43]. Each disruption was created by an integrated DNA fragment, derived from plasmid pMUTIN [43], that was inserted within the target gene's coding sequence. The fragment contains a promoter-less *lacZ* gene at its 5′end, followed by the *E. coli lacI* gene, the product of which controls an IPTG-inducible P*_spac_* promoter [44] residing at the 3′ end of the fragment and oriented in the 3′ direction. The P*_spac_* promoter in this position can drive expression of genes located downstream of the insertion [43], thus alleviating potential insertion-dependent polar effects. The use of pMUTIN-mediated gene disruption was used in previous genome-wide mutational screens and in gene interaction studies [45], [46]. Gene disruptions in the SRGs listed in Table S1 were tested by screening for growth on nutrient broth sporulation medium (DSM) and minimal glucose (TSS) medium plates. Some slight defect in growth on TSS agar plates was detected for some of the SRG mutants, but the majority showed no obvious defect in growth based on colony size. We next tested the SRG mutant strains for defects in growth on DSM agar plates containing methylglyoxal (MG), a toxic alpha-oxoaldehyde to which *spx* mutants are sensitive (data not shown). Again, we observed only minor growth defects compared with the wild-type parent on DSM agar medium containing concentrations of methylglyoxal to which *spx* mutants are sensitive.

### Phenotype enhancement screen of *srg* mutations in the *spx* mutant background

Possible reasons for the absence of SRG mutant phenotype related to stress resistance include genetic interactions built into the *spx* regulon that contribute to functional redundancy and genetic buffering. We reasoned that uncovering phenotype would require overcoming regulon genetic interactions that mask defects conferred by the SRG mutations. Hence, we undertook a screen of the SRG mutations within the *spx* deletion mutant background. The reasoning is illustrated in Figure 1, where the *spx* mutation is shown to cause a reduction in overall SRG expression, thereby reducing the contributions of genetic interactions among SRGs. Introduction of the *srg* mutation into the *spx* mutant background potentially confers hypersensitivity to the agents to which the *spx* mutant is sensitive, but the *srg spx* mutant would now be predicted to exhibit further reduction in growth on minimal medium, and hypersensitivity to lower toxic agent concentrations that have little to no effect on the parent *spx* mutant.

**Figure 1:**
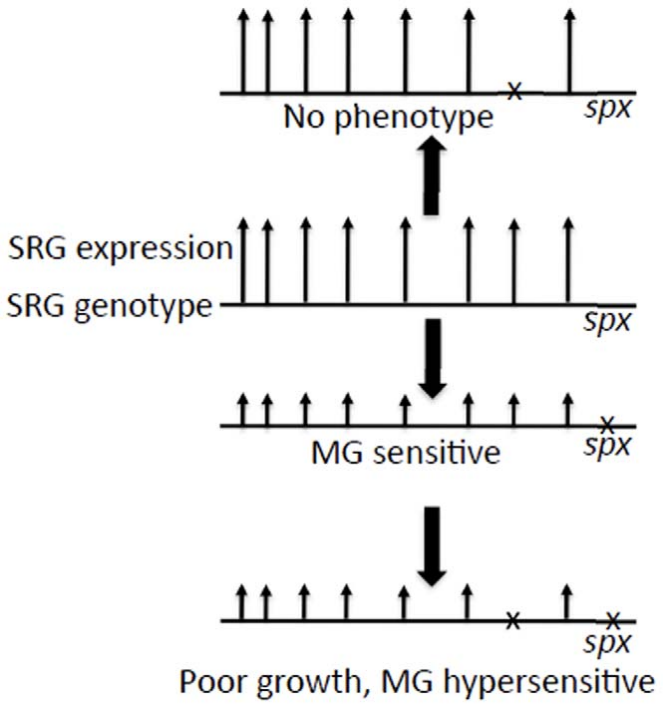
Rationale for phenotype enhancement screen. Horizontal line denotes genotype and vertical arrows represent level of expression of each gene. SRG is Spx-regulated gene. The X on the horizontal line is a null mutation, eliminating expression. The SRG mutation yields little observable phenotype with respect to electrophile stress. The *spx* mutation reduces overall SRG expression, thus reducing effect of genetic buffering and functional redundancy. The *srg spx* double mutant is now found to be hypersensitive to electrophile (methylgyoxal), or shows other defects such as reduced growth rate.

Each plate was inoculated with 10 µl of a dilution series of a log phase culture. The size of the isolated colonies was then measured using the Pixicillus application (Material and Methods). An example of a plate and data collected is shown in Figure S1, where four strains, the wild type JH642, the *spx* mutant, the SRG mutant, *yitV*, and the *spx yitV* double mutant plated on DSM and DSM plus MG is shown. The average isolated colony size as determined by Pixicillus indicated that the double mutant has a slight growth defect on the DSM-MG plate compared with the *spx* mutant parent. Most of the double mutants screened showed a result similar to that uncovered in the *yitV spx* mutant.

### Disruption of *ytpQ*, an Spx-regulated gene of unknown function, enhances *spx* mutant phenotype when combined with an *spx* null mutation

Other double mutants showed more dramatic phenotype enhancement on TSS agar plates than was observed in the case of the *yitV* mutant. The linked genes *ytoQ* and *ytpQ* (Figure 2A) were the sites of two gene disruptions that showed growth defects in the *spx* mutant background. The *ytpQ spx* mutant showed a severe growth defect on TSS minimal medium (Figure 2B and 2C). The phenotypes of the *ytoQ spx* and *ytpQ spx* mutants were examined in growth curves of cultures in liquid TSS medium (Figure 2D and E). Both *ytpQ* and *ytoQ* mutants and the *spx* null mutant showed defects in growth as evident in the slope of the log phase portion of the growth curves or final OD_600_ (doubling times: JH642; 42.8 min. *spx* null mutant; 93.8 min. *ytoQ*; 60.3 min. *ytpQ*; 73.3 min). The double mutants showed a further reduction in growth rate (*ytoQ spx*; 103.8 min, *ytpQ spx*; 164.9 min) and had a lower growth yield. While the introduction of the *ytpQ* mutation into the *spx* null mutant resulted in a slower growth rate than the *spx* null, the doubling time of the *ytoQ spx* strain was not significantly longer than that of the *spx* null. Hence, we did not further analyze the *ytoQ* mutant.

**Figure 2:**
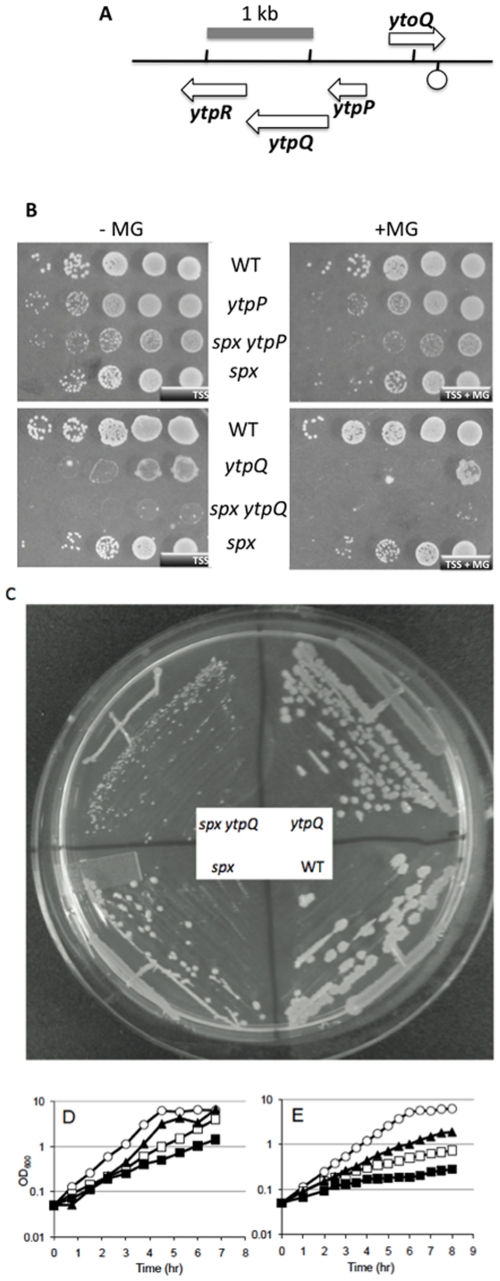
Phenotype of *srg* mutations in *spx* mutant background. A. Chromosomal organization of *ytoQ ytpQ* locus. Arrows represent location and orientation of coding sequences and lollipop figure denotes location of putative transcriptional terminator. B. Phenotype of *ytpP* and *ytpQ* mutations in the wild-type and *spx* mutant backgrounds. Cultures were grown to late log phase and serially diluted 10-fold. Ten µl were spotted on TSS minimal medium plates with and without MG. C. Minimal TSS plate onto which JH642 (wild-type parent), the *spx* mutant, the *ytpQ*::pMUTIN mutant, and the double mutant *spx ytpQ*::pMUTIN were streaked. D and E. Growth curves of *ytoQ* and *ytpQ* mutants in wild-type and *spx* mutant backgrounds. Open circles: JH642. Open squares: *spx* mutant. Closed triangles *ytoQ* mutant (D), and *ytpQ* mutant (E). Closed squares: *ytoQ spx* mutant (D) and *ytpQ spx* mutant (E).

The *ytpQ* and *ytoQ* genes are linked and divergently oriented in the *B. subtilis* chromosome (Figure 2A). The *ytpQ* gene product is a member of the DUF1444 family of bacterial proteins with no known function. The *ytpQ* gene is part of a tricistronic operon that also contains *ytpP* and *ytpR*. Disruption of *ytpR* showed no noticeable phenotype on DSM or TSS medium with or without MG, and confers no phenotype enhancement in the *spx* mutant background (data not shown). The disruption of the *ytpP* gene, encoding a thioredoxin-like protein [47], conferred phenotype enhancement in the *spx* background (Figure 2B), but this was reversed by addition of IPTG, showing that the defect was due to a polar effect of the *ytpP* insertion (data not shown), most likely causing reduction in *ytpQ* gene expression.

Complementation was conducted using an IPTG-inducible version of the *ytpQ* gene ectopically expressed from the *amyE* locus of the *B. subtilis* genome. For these experiments, a deletion *ytpQ* mutation was constructed in which part of the *ytpQ* coding sequence was replaced by a spectinomycin-resistance cassette. An *spx ytpQ* double mutant (ORB7816) was then constructed by introducing the *ytpQ*::*spc* mutation into a *spx*::*tet* (tetracycline resistance) mutant. As was observed with the *ytpQ*::pMUTIN *spx* double mutant, the ORB7816 strain enhanced the growth-defective phenotype compared with either the *ytpQ* or *spx* mutants in the presence or absence of MG (Figure S2). Thus, a strain bearing the new *ytpQ*::*spc* allele and the ectopic inducible *ytpQ* construct was grown in TSS minimal medium in the presence and absence of 0.5 mM IPTG. The results (Figure S3) showed that the reduced growth rate of the *ytpQ* mutant (doubling time of 79.4 min) was reversed when the ectopically expressed *ytpQ* gene was induced. The induced complemented strain (ORB8011) had a growth rate similar to the wild type parent (JH642; doubling time of 47.3 min. OR8011; doubling time of 46.5 min).

### The *ytpPQR* operon is under direct Spx control

To validate the previous microarray results, the *ytoQ* and *ytpQ* pMUTIN insertions, both generating transcriptional *lacZ* fusions, were used to measure *ytoQ*- and *ytpQ*-directed β-galactosidase activity in cells expressing an IPTG-inducible, protease resistant form of Spx (Spx^DD^) that were grown in liquid DSM medium (Figure S4). In keeping with the microarray results, the fusions showed elevated expression when the *spx^DD^* allele was induced. Furthermore, microarray analysis (described below) indicated reduced *ytpQ* transcript levels in the *spx* mutant (Table S2). 

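Transcripts of the *ytpPQR* operon were less abundant in the *spx* mutant than in the wild type on each of 3 arrays that compared the strains without treatment. The ratio of mutant to wild type was 0.688 for *ytpQ* (BSU29830), a log2 ratio of -0.54 (standard error 0.134, n = 3). It was 0.686 for *ytpP* (BSU29840) and 0.635 for *ytpR* (BSU29820). On the single arrays, the ratio of *ytpQ* lay between 0.617 and 0.727. The divergent gene *ytoQ* (BSU29850) had a log2 ratio of -0.12 (standard error 0.121), which did not pass the test (adjusted p = 0.412). The adjusted p from limma over 4105 genes was 0.0111 for *ytpQ*, 0.0162 for *ytpP* and 0.00614 for *ytpR*, and the median log2 ratio of all genes in this comparison was -0.23. In the wild-type RNA of replicate 3, genes that MG raises stood above their level in replicates 1 and 2, and without this replicate *ytpQ* had a log2 ratio of -0.46 and an adjusted p of 0.0587. The call of *ytpP* was lost with another background correction (normexp, adjusted p = 0.0562) and without replicate 1 (0.0566) or replicate 2 (0.0826).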

Validation was also accomplished by transcription analysis performed in vitro, which showed that addition of Spx in a reaction with the *ytpPQR* promoter region DNA and RNA polymerase resulted in the synthesis of a transcript of the predicted size (Figure 3). Synthesis of the transcript is stimulated by the addition of Spx and initiates near a σ^A^-recognized promoter sequence (Figure 3A and B). The reaction utilized His-tagged RNA polymerase from an *rpoDL366A* mutant from which RNA polymerase lacking σ^A^ was obtained. Purified σ^A^ was required for each reaction in order to observe a transcript from the *ytpP* promoter template (data not shown). This result is consistent with the presence of a σ^A^-utilized promoter upstream of the *ytpP* coding sequence.

**Figure 3:**
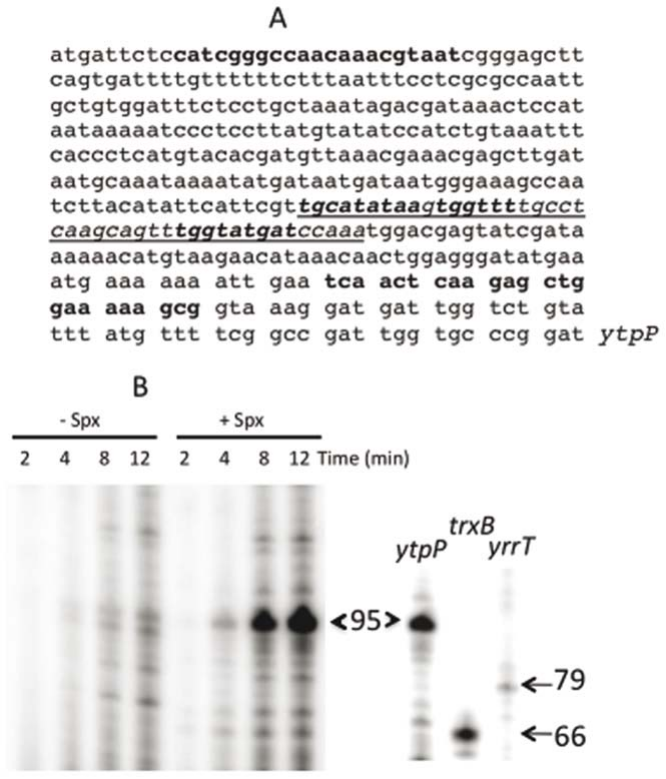
Spx-activated transcription from the *ytpPQR* operon promoter. A. The nucleotide sequence of the *ytpPQR* promoter region is shown, The bold plain text indicates the oligonucleotide primers used to generate the linear DNA promoter template fragment for the in vitro transcription reaction. Also the region underlined and in italics shows the putative promoter region along (in bold) the −10 region (***tatgat***) with extended TG and −35 region (***tggttt***) and the Spx cis element (***tgcatataa***) [77] upstream from the −35 region. B. In vitro transcription from *ytpP* promoter. The *ytpP* promoter template (10 nM) was incubated with 25 nM σ^A^-depleted RNAP and 25 nM σ^A^ in the absence or presence of 75 nM Spx. Samples were collected from the reactions at indicated times during incubation (2, 4, 8, and 12 min). Transcripts were resolved by gel electrophoresis, visualized and quantified as previously described [77]. Marker transcripts were generated using Spx protein and purified RNA polymerase, along with DNA fragments containing the Spx-controlled *trxB* promoter [11] and the *yrrT* promoter [14] in transcription reactions.

### The *ytpQ* mutant has increased levels of protein damage after MG treatment

We further examined the phenotype of the *ytpQ* mutant in order to gain more information about its possible role in the *B. subtilis* stress response. Previous microarray hybridization studies indicated that *ytpQ* was derepressed in a *perR* [peroxide regulator [48]] mutant background [49]. That *ytpQ* is derepressed in a *perR* mutant and activated by Spx suggests that its product might function in the oxidative/electrophile stress response. We determined if the *ytpQ* mutant shows elevated levels of protein carbonylation damage by performing an oxyblot [50] on cell extracts from cultures of JH642, *spx* mutant, and *ytpQ*::*spc* mutant cells that were untreated or treated with MG. The untreated wild-type cells showed some evidence of oxidative protein damage (Figure 4), which was increased upon MG treatment. The untreated *spx* mutant cells showed more damage than the wild type parent, with some increase in damage following MG treatment. The untreated *ytpQ* mutant cells resembled the untreated wild-type parent in the level of oxidatively damaged protein, but the mutant underwent a dramatic increase in the level of protein damage upon MG treatment that was much higher than the treated wild-type parent or *spx* mutant. The result suggests that the *ytpQ* product plays a role in preventing protein damage resulting from an encounter with a toxic electrophile (MG).

**Figure 4:**
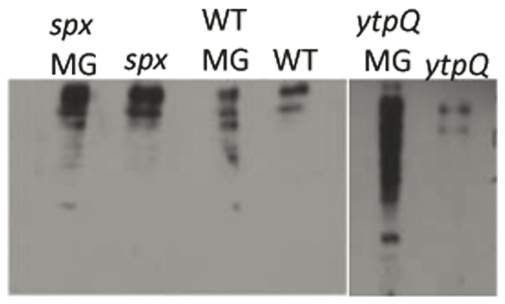
Assay of protein damage in wild-type, *spx*, and *ytpQ* strains in the presence and absence of methylglyoxal (MG). Cells were incubated in 100 ml 2xYT cultures to an OD_600_ of 0.6. Cultures were split and MG to 2 mM was added to one of the two cultures. Crude cell extracts were prepared for SDS-PAGE and oxyblot analysis was performed as described in Materials and Methods. The same amounts of protein were applied to the SDS-PAGE gel. WT denotes blot of JH642 culture cell extracts. MG – methylglyoxal treatment.

### Transcriptomic and proteomic analyses indicate a role of *ytpQ* in iron homeostasis

To gain more insight into the function of *ytpQ*, the transcriptome of the y*tpQ* mutant was analyzed, and compared with that of the wild type and the *spx* mutant. Similarities in the transcriptomic changes conferred by the *spx* and *ytpQ* mutations would provide clues to the role played by YtpQ within the Spx regulon. The wild-type parent, *ytpQ* and *spx* mutants were grown in a glucose minimal medium, with and without 2.8 mM MG, to mid-log phase. Cells were harvested and RNA was extracted for microarray hybridization analysis to determine if any change could be detected in the composition of the transcriptome that were attributable to the *ytpQ* mutation (data in Tables S2 and S3). 

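RNA of the wild type labelled with Cy3 and RNA of a mutant labelled with Cy5 were hybridized together, so that each of 9 Agilent arrays gives the ratio of mutant to wild type. Of these, 3 arrays compared the *ytpQ* mutant with the wild type without treatment, 3 compared the same strains after 10 min with 2.8 mM MG, and 3 compared the *spx* mutant with the wild type without treatment. The available arrays hold no *spx* mutant treated with MG. The dyes were assigned alike on every array, so a dye bias stays in each comparison and cancels only where 2 comparisons are subtracted.
Each array carried 42040 probes for 4105 genes and for intergenic regions. The share of these probes well above background was 84.5 to 92.8% in the wild-type channel and 85.0 to 93.6% in the mutant channel. No spot was saturated. The array software subtracted background, removed spatial trends and normalized the dyes by lowess to give a log10 ratio per probe. For each gene, the log2 ratios of its probes were averaged with weights from the software's error estimate, after spots with an outlier mark had been left out. Genes were tested with limma, with Benjamini-Hochberg adjustment over all 4105 genes.
The strain labels were checked on the arrays. All 6 probes of *ytpQ* were lower in the *ytpQ* mutant on every untreated array, and *ytpQ* had a log2 ratio of -2.23 (standard error 0.164). Its neighbours *ytpP* (log2 -1.52, adjusted p = 0.00228, or 0.0594 without replicate 1) and *ytpR* (-1.78, 0.000838) fell too, and probes of the markers *specR*, *lacZ* and *lacI* had mean log2 ratios of -0.23, 0.09 and -0.08, so no marker identifies the *ytpQ* allele. The *spx* gene, annotated as *spxA* (BSU11500), had a log2 ratio of -5.50 (standard error 0.338) in the *spx* mutant. Replicates 2 and 3 of the untreated *ytpQ* comparison differed by less than the noise of the probes (mean squared standardized difference 0.715 over 32039 probes, against 4.37 and 4.49 for replicate 1 against each of them). They were averaged after this was seen, while the plan had 3 arrays in each group. This leaves n = 2 for this group and n = 3 for both others. Without replicate 1 this group holds 1 sample, and the spread comes from the other groups. The wild-type channels of MG replicates 1 and 3 were close too (r 0.994, gene SD 0.197 against 0.904 and 0.88 for the other MG pairs), so these 3 arrays are not shown to be independent; averaging them, which was chosen after seeing the data, gave 551 genes with MG in place of 1072.
In the wild-type channel of replicate 3 of the *spx* comparison, 25 genes that MG raised in the wild type stood 3.56 log2 units (median) above replicates 1 and 2, each by more than 1 unit. In the mutant channel of the same array they differed by 0.05. In the mutant channel of MG replicate 1, genes that MG raised in both other replicates reached a median share of 0.37 of that rise on the linear signal scale (48 genes, with a log2 rise of 1.72 against 2.80). The median log2 ratio of all genes was -0.08 in the untreated *ytpQ* comparison and -0.13 with MG.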

Previous microarray hybridization analysis identified putative Spx-controlled genes by detecting elevations in transcript levels when protease resistant forms of Spx were produced [12]. The transcriptome was reexamined, this time, by conducting microarray analysis with an *spx* null mutant. 

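Without treatment, 852 of 4105 genes were more abundant and 1468 were less abundant in the *spx* mutant than in the wild type at an adjusted p under 0.05 from limma. Of these, 578 were at least 2-fold higher and 652 at least 2-fold lower. Among 32 genes that Spx is known to activate, 22 fell and 1, *yjbC* (log2 1.25, named after its value was seen), rose (23 and 2 when adjusted over the list alone). The median log2 ratio of this list was -0.96, and *yqjM*, which encodes an NADPH dehydrogenase, fell by 2.11 (standard error 0.334, n = 3).
Late sporulation genes under σ K also fell. Of 29 genes on this list, 21 fell and none rose (23 fell when adjusted over the list alone), with a median of -3.01. The spore coat gene *cotX* had a log2 ratio of -4.22 (standard error 1.24), and *cgeA*, which acts in spore surface maturation, had a log2 ratio of -5.10 (standard error 1.13). The lowest log2 ratio of all named genes was that of *spxA* itself.
Camera, which compares a list with all other genes, gave an adjusted p of 0.00284 for the Spx-activated list and 1.75e-05 for the σ K list (adjusted p = 0.665 with an estimated correlation for each). Without replicate 3, whose wild-type RNA held genes raised by MG, 741 genes were higher and 1257 lower. In that comparison 17 Spx-activated genes fell, with a median of -0.77, and 17 σ K genes fell, with a median of -3.04. The split between higher and lower genes depended on the scaling and was 1013 to 1131 with normexp and loess and 946 to 1202 with median centring.

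**Figure D1:**
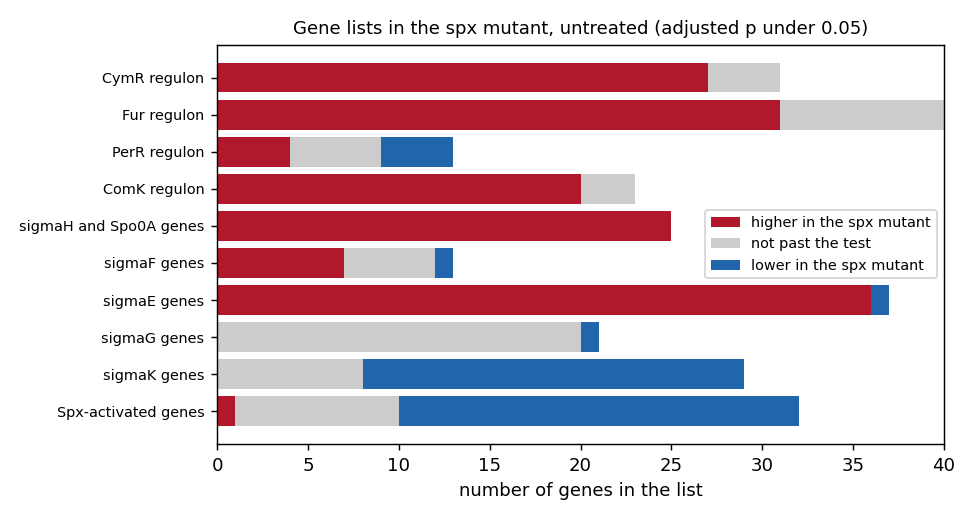
Number of genes in each of 10 gene lists that were higher (red), lower (blue) or not past the test (grey) in the untreated *spx* mutant relative to the wild type (n = 3 arrays, adjusted p under 0.05 from limma). All 25 σ H and Spo0A genes lie on the higher side, and 21 of 29 σ K genes lie on the lower side.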

As predicted from the previous work, the *spx* mutation causes extreme changes to the cell transcriptome [12], [14], [27], [51]. 

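The 10 largest increases of all genes in the *spx* mutant were in the *ytmI* and *ssu* operons, which serve the uptake and use of sulfur compounds and are repressed by CymR. Of 31 measured members of the CymR regulon, 27 rose and none fell (27 also when adjusted over the list alone), and the median ratio of the list was 60-fold. *ytmI*, which encodes a putative acetyltransferase, had a log2 ratio of 9.97 (standard error 0.453, n = 3), with ratios between 645 and 1660 on the 3 arrays. *ssuD*, which encodes an alkanesulfonate monooxygenase, rose 934-fold, *ytnJ* 686-fold and *ytmO* 348-fold. Increases were smaller for *yrhB*, a cystathionine lyase gene of the path from methionine to cysteine (9.48-fold), and for the cysteine synthase gene *cysK* (3.96-fold). The transcript of *yrzC*, the gene of CymR itself, fell by 1.24 on the log2 scale (standard error 0.151).
No member of the list passed the limma test in the untreated *ytpQ* mutant, and 3 were lower at an unadjusted p under 0.05. The difference between the mutants passed the test for 26 of the 31 genes. Limma gave an adjusted p of 1.46e-05 for *ytmI*, 4.26e-06 for *ssuD* and 0.00195 for *cysK*. Camera gave the list an adjusted p of 5.65e-17 (adjusted p = 0.53 with an estimated correlation). Without replicate 3, whose wild-type RNA held genes raised by MG, 28 members rose, the median log2 ratio was 5.99 and that of *yrhB* was 4.19.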

There is a dramatic increase in the level of transcripts from CymR-controlled genes, whose products function in organosulfur metabolism and the synthesis of cysteine (Figure 5, Table S2) [14], [52], [53]. In fact, the impaired growth of the *spx* mutant on minimal medium can be reversed by addition of cysteine, indicating that the *spx* mutant is a mild Cys auxotroph. The reduced expression of the *trxA* gene might account for *spx* growth phenotype on minimal medium, since thioredoxin is required for sulfate utilization [54]. 

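The ratio of the thioredoxin gene *trxA* in the *spx* mutant to that in the wild type was 0.366, a log2 ratio of -1.45 (standard error 0.323, n = 3), and lay between 0.317 and 0.438 on the 3 arrays. The thioredoxin reductase gene *trxB* had a log2 ratio of -1.06 (standard error 0.208). For the untreated *ytpQ* mutant, *trxA* had a log2 ratio of 0.43 (standard error 0.396, adjusted p = 0.488 from limma), and the difference between the mutants was -1.87 (adjusted p = 0.0309).
Genes of sulfate assimilation went both ways in the *spx* mutant. Of 10 such genes, 7 rose and 2 fell (the same counts when adjusted over the list alone). The sulfate adenylyltransferase gene *sat* had a log2 ratio of 1.39 and the sulfate permease gene *cysP* one of 1.33, while the sulfite reductase genes *yvgQ* and *yvgR* fell by 1.61 and 1.33. Of 17 methionine genes under S-box riboswitches, 11 rose and none fell (11 when adjusted over the list alone), among them the methionine synthase gene *metE* (4.27-fold) and *yitJ* (5.28-fold).
By limma the adjusted p was 0.00718 for *trxA* and 0.00415 for *trxB*. Camera gave 0.0389 for sulfate assimilation and 2.58e-05 for the S-box genes (adjusted p = 0.665 and adjusted p = 0.637 with an estimated correlation). Without replicate 3, whose wild-type RNA held genes raised by MG, *trxA* had a log2 ratio of -1.34 (adjusted p = 0.0391), the sulfate list no longer passed camera (adjusted p = 0.0736) and 8 S-box genes rose. The sulfate list also failed it with normexp (0.0646) and without replicate 1 (0.0641).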

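Of 40 measured members of the Fur regulon, which serves iron acquisition, 31 rose in the *spx* mutant and none fell (32 rose when adjusted over the list alone), with a median log2 ratio of 1.09. The siderophore synthesis gene *dhbB* rose 24.2-fold (log2 4.60, standard error 0.294, n = 3), and *ydbN* rose 23.3-fold. The list of 13 genes of the PerR regulon, which answers to peroxide, went both ways. Of these, 4 rose, namely the catalase gene *katA* (41.5-fold, standard error 0.409 on the log2 scale), the alkyl hydroperoxide reductase genes *ahpC* (7.57-fold) and *ahpF* (5.48-fold), and *mrgA* (3.98-fold), which encodes a DNA-binding protein that stores iron. The 4 heme biosynthesis genes *hemB*, *hemC*, *hemD* and *hemL* of the same list, named after their values were seen, fell by 0.73, 0.82, 0.93 and 0.54 on the log2 scale. Both counts were the same when adjusted over the list alone.
The adjusted p from limma was 5.96e-05 for *dhbB*, 0.000108 for *katA* and 0.0124 for *mrgA*. Camera gave an adjusted p of 4.55e-15 for the Fur list (adjusted p = 0.265 with an estimated correlation) and 0.169 for the PerR list. Without replicate 3, whose wild-type RNA held genes raised by MG, 27 Fur genes rose, 5 PerR genes rose and 2 fell. The call of *mrgA* was lost without replicate 1 (adjusted p = 0.0583) or replicate 2 (0.079).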

There is an increase in the level of transcript from genes controlled by PerR and Fur, both Fe-binding proteins that regulate, respectively, the peroxide response and genes that are activated under iron starvation (Figure 5, Table S2). ComK-dependent transcription was also derepressed confirming previously reported results [55], [56]. 

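Of 23 measured genes of the ComK regulon, which builds the DNA uptake machinery of competent cells, 20 rose in the *spx* mutant and none fell (21 when adjusted over the list alone). The median log2 ratio was 3.40. The gene of the regulator, *comK*, rose 12.7-fold (log2 3.66, standard error 0.194, n = 3; adjusted p = 2.71e-05 from limma). The late competence genes *ywpH*, which encodes a single-strand DNA-binding protein, and *comGF* rose 94.5-fold and 29.1-fold (standard errors 0.476 and 0.556 on the log2 scale). In the untreated *ytpQ* mutant, 7 genes of the list rose (18 when adjusted over the list alone), and the difference between the mutants passed the test for 16 of the 23, all higher in the *spx* mutant.
Camera gave the list an adjusted p of 1.04e-11 in the *spx* mutant and 8.31e-09 in the *ytpQ* mutant (adjusted p = 0.53 and adjusted p = 0.554 with an estimated correlation). Without replicate 3 of the *spx* mutant, whose wild-type RNA held genes raised by MG, 20 genes rose with a median of 3.30.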

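All 25 measured genes under σ H or Spo0A, which start sporulation, rose in the *spx* mutant (25 when adjusted over the list alone), with a median log2 ratio of 1.82. Of 37 genes of the mother cell factor σ E, 36 rose and 1, *spoVE* (log2 -0.61, named after its value was seen), fell (the same counts when adjusted over the list alone). The median of this list was 3.36. Of 13 genes of the forespore factor σ F, 7 rose, 1 fell and 5 did not pass the test (7 and 1 when adjusted over the list alone). The gene that fell was *pbpF* (log2 -1.83, named after its value was seen).
*sigE*, which encodes σ E, rose 9.38-fold (log2 3.23, standard error 0.241, n = 3). *spoIIQ* of the σ F list rose 27.7-fold and *spoIIIAH* of the σ E list 30.3-fold, and their products join across the membranes around the forespore. The response regulator gene *spo0A* rose 1.74-fold. In the next stage of the cascade, none of 21 σ G genes rose at an adjusted p under 0.05 from limma or at an unadjusted one, and 1, the spore protein gene *sspF* (log2 -0.96), fell (0 when adjusted over the list alone).
Limma gave an adjusted p of 0.000101 for *sigE*, 0.000261 for *spoIIQ* and 0.00811 for *spo0A*. Camera gave an adjusted p of 1.94e-13 for the σ H list, 0.0231 for the σ F list and 4.55e-15 for the σ E list (adjusted p = 0.265, 0.665 and 0.53 with an estimated correlation), and 0.0572 for the σ F list with normexp and loess. Without replicate 3, whose wild-type RNA held genes raised by MG, 24, 6 and 36 genes of these lists rose.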

Synthesis of transcripts encoded by early sporulation genes controlled by σ^H^, σ^E^, and σ^F^ was also up-regulated in the *spx* mutant background. ClpX was known to be required for σ^H^-dependent transcription (Figure 6, Table S2) [57], [58], which was partially relieved by a mutation in the *spx* gene [55].

**Figure 5:**
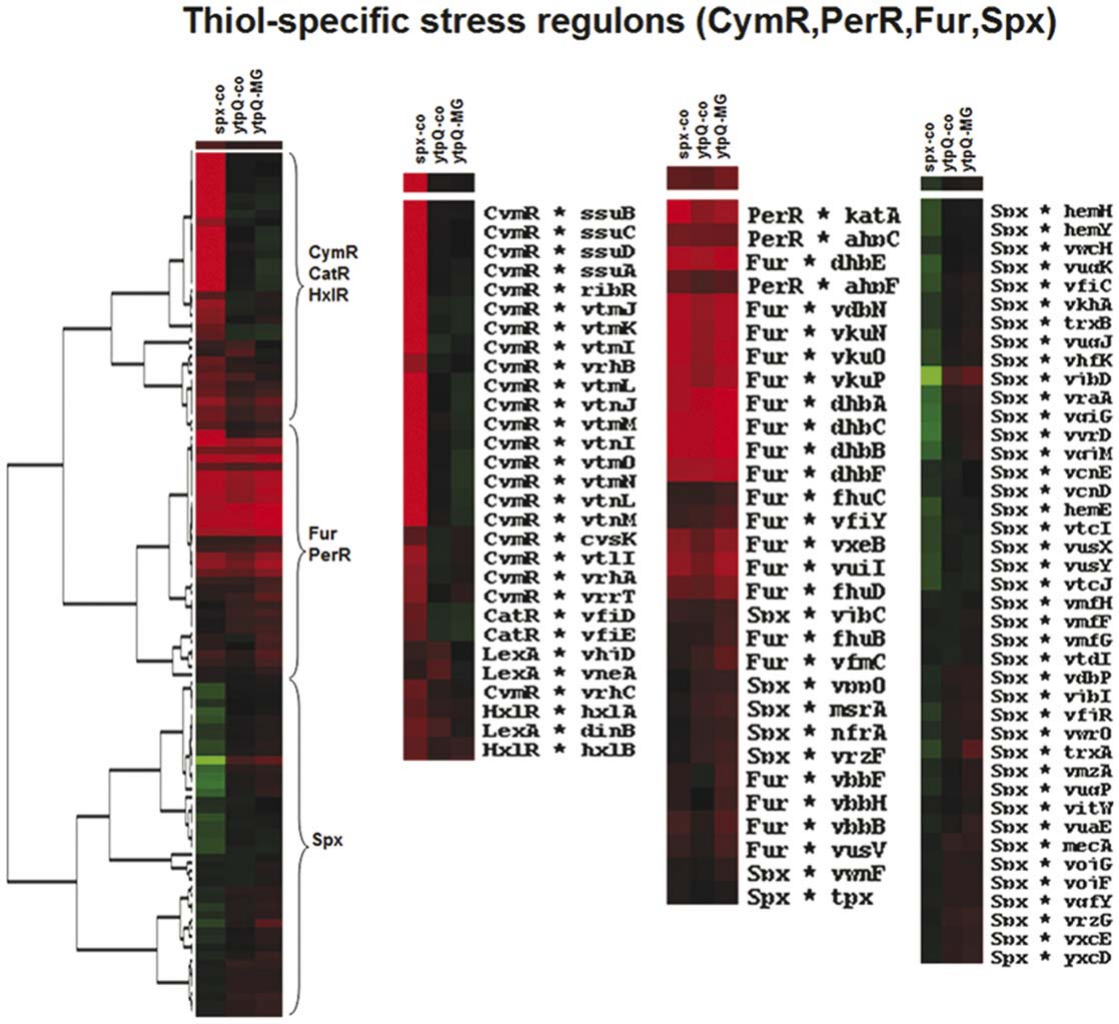
Hierarchical clustering analysis of gene expression profiles up- and downregulated in *spx* and *ytpQ* mutants. Gene expression data were clustered based on the induction or repression ratios in the *spx* and *ytpQ* mutants leading to different nodes specific to regulons. Nodes enriched for genes that belong to the thiol-specific stress regulons (CymR, Spx, PerR, Fur, HxlR, CatR) are shown.

**Figure 6:**
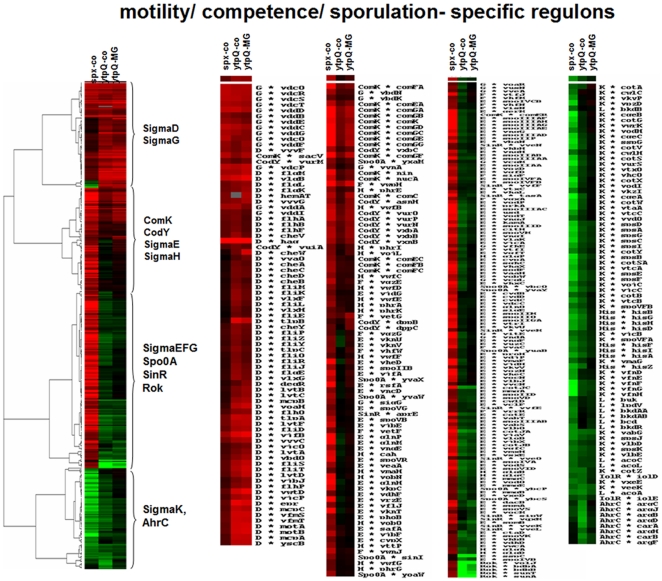
Hierarchical clustering analysis of gene expression profiles up- and downregulated in *spx* and *ytpQ* mutants. Gene expression data were clustered based on the induction or repression ratios in the *spx* and *ytpQ* mutants leading to different nodes specific to regulons. Nodes including regulons involved in motility, competence and sporulation are shown (Com, SigmaD, SigmaH, CodY, SinR, Spo0A, SigmaL, AhrC, Rok, SigmaE, F, G, K regulons). Red indicates induction and green repression in the *spx* or *ytpQ* mutants under control conditions, and MG stress.

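In the untreated *ytpQ* mutant, 211 of 4105 genes were more abundant and 235 less abundant than in the wild type at an adjusted p under 0.05 from limma, 139 and 172 of them by at least 2-fold. Of the 235, 110 lie in the region of the SPβ prophage, which may be absent from the *ytpQ* strain, and 125 lie elsewhere. Of the 40 measured members of the Fur regulon, 29 rose and none fell (34 rose when adjusted over the list alone). The median log2 ratio of the list was 0.96, and *ydbN* rose 14.1-fold (log2 3.82, standard error 0.206, n = 2). Of the 13 genes on the PerR list, 3 rose and none fell (3 when adjusted over the list alone). These were *katA*, which encodes catalase (11.8-fold, log2 3.56, standard error 0.502), and *ahpC* and *ahpF*, which encode alkyl hydroperoxide reductase (6.22-fold and 3.72-fold). The 10 members that did not pass included *mrgA*, with a log2 ratio of 0.39 (standard error 0.622, adjusted p = 0.7).
By limma the adjusted p was 0.000139 for *ydbN*, 0.00519 for *katA*, 0.000753 for *ahpC* and 0.00266 for *ahpF*. Camera gave an adjusted p of 8.77e-25 for the Fur list and 0.0205 for the PerR list (adjusted p = 0.151 and adjusted p = 0.668 with an estimated correlation). A test of whether the list moves on balance one way, fry, gave the PerR list an adjusted p of 0.239. Without replicate 1, which leaves 1 sample in this group, 103 genes passed in all, and *katA* (adjusted p = 0.0767) and *ahpF* (0.0527) did not; with median centring in place of lowess 331 genes were higher and 275 lower; 265 passed without replicate 1 of the *spx* mutant, which enters through the shared variance.

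**Figure D2:**
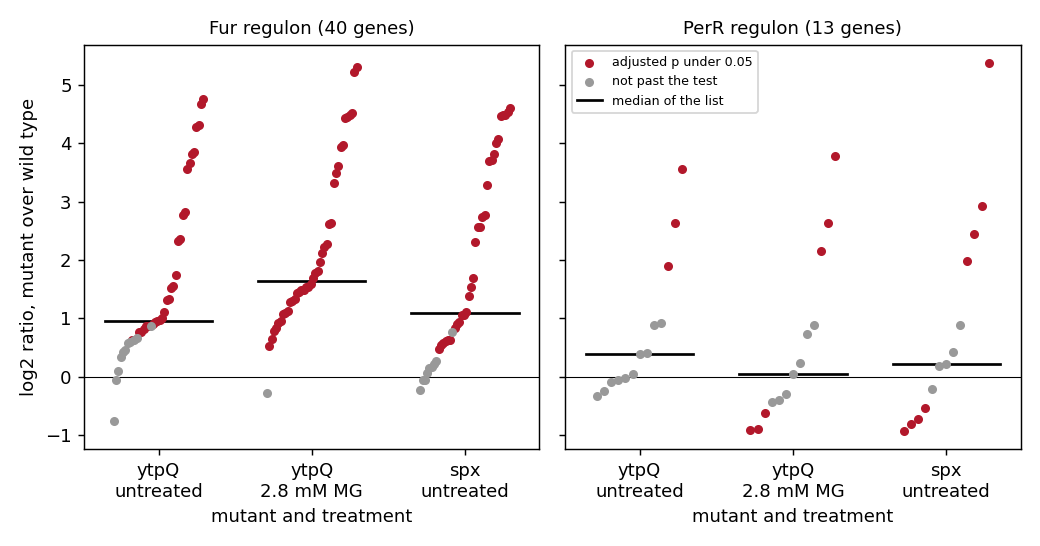
Log2 ratio of mutant over wild type for each gene of the Fur regulon (40 genes, left) and of the PerR regulon (13 genes, right), in the *ytpQ* mutant without treatment and with 2.8 mM MG and in the *spx* mutant without treatment. Each point is 1 gene, red where the adjusted p was under 0.05, and the bar is the median of the list, 0.96 for Fur and 0.39 for PerR in the untreated *ytpQ* mutant.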

The most striking result from the transcriptome analysis of the *ytpQ* mutant is the dramatic derepression of the Fur (iron uptake regulator) and PerR (peroxide response regulator) regulons (Figure 5, Table S2 and S3). 

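The transcript of *fur* itself (BSU23520) had a log2 ratio of 0.04 in the untreated *ytpQ* mutant (standard error 0.341, n = 2), and that of *perR* (BSU08730) one of 0.89 (standard error 0.472). Neither passed the limma test (adjusted p = 0.953 and 0.241). Under 1 of 22 other settings, slide as a random block with all 9 arrays kept apart, *perR* passed (log2 0.90, adjusted p = 0.0252). The small RNA FsrA, which Fur represses, lowers the amounts of iron-using enzymes and of some transporters. Of 12 FsrA targets, 2 fell and none rose (2 when adjusted over the list alone). These were *leuD*, which encodes a subunit of isopropylmalate dehydratase (log2 -1.22, standard error 0.226, adjusted p = 0.0173), and the dicarboxylate transporter gene *dctP* (log2 -1.01, standard error 0.15, adjusted p = 0.00705). In the *spx* mutant 8 of the 12 fell and none rose (8 when adjusted over the list alone), with log2 ratios of -1.98 for *gltA* and -1.61 for *gltB*, which encode glutamate synthase.
Camera gave the list an adjusted p of 0.025 in the *ytpQ* mutant and 0.039 in the *spx* mutant (adjusted p = 0.668 and adjusted p = 0.665 with an estimated correlation). The first was 0.672 with median centring and 0.114 without replicate 1, and the second was 0.0863 with median centring, 0.0606 without MG replicate 2, 0.0647 without *spx* replicate 2 and 0.0626 with array weights. Without replicate 3 of the *spx* mutant, whose wild-type RNA held genes raised by MG, 8 of the 12 fell.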

The *ytpQ* mutation seems to mimic the reported phenotype of the *B. subtilis fur* mutant [59]. The expression of genes (*dhbABCDEF*) encoding the enzyme complex that catalyzes dihydroxybenzoyl-glycine (DHB-Gly, or itoic acid) synthesis was dramatically increased. 

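The 5 measured genes of the operon, *dhbA*, *dhbB*, *dhbC*, *dhbE* and *dhbF*, rose between 14.5-fold and 27.3-fold in the untreated *ytpQ* mutant. *dhbB* (BSU31970), which encodes isochorismatase, rose furthest, with a log2 ratio of 4.77 (standard error 0.36, n = 2) and ratios between 17.0 and 39.5 on the 3 arrays. *dhbC* (BSU31990), which encodes isochorismate synthase, rose 25.4-fold (standard error 0.292 on the log2 scale), and *dhbA* (BSU32000), which encodes the dehydrogenase that completes dihydroxybenzoate, rose 20.0-fold (standard error 0.241). *dhbF*, which encodes the peptide synthetase, rose 19.5-fold. *dhbE*, which activates dihydroxybenzoate for the synthetase, rose 14.5-fold (standard error 0.507).
The adjusted p from limma was 0.000295 for *dhbB*, 0.00016 for *dhbC*, 0.000139 for *dhbA* and 0.00373 for *dhbE*. Without replicate 1, *dhbE* had an adjusted p of 0.0677. The paper proposes that the *ytpQ* mutation resembles the loss of Fur.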

The *B. subtilis* strain, JH642, bears a mutation in the *sfp* gene [60] encoding phosphopantetheinyl transferase [61] required for non-ribosomal peptide synthetase activity. Hence, JH642 cells are unable to synthesize the siderophore, bacillibactin (DHB-Gly-Thr) [62] despite the fact that genes required for its biosynthesis (the *dhb* operon) show elevated expression. The genes specifying hydroxamate siderophore utilization (*yxeB*, *fhuB*, *fhuD*) were also upregulated in the *ytpQ* mutant. 

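*fhuD* (BSU33320), which encodes the binding protein of the ferrichrome transporter, rose 5.14-fold in the untreated *ytpQ* mutant, a log2 ratio of 2.36 (standard error 0.206, n = 2). *yxeB* (BSU39610), which encodes the binding protein for ferrioxamine, rose 4.99-fold (log2 2.32, standard error 0.157). *fhuB* (BSU33310), a permease gene of the same uptake system, rose 1.70-fold (log2 0.76, standard error 0.146). On single arrays the ratio of *yxeB* lay between 4.76 and 5.08, that of *fhuD* between 4.75 and 5.42 and that of *fhuB* between 1.56 and 1.92. These genes rose in the *spx* mutant by 9.75-fold (*yxeB*), 5.92-fold (*fhuD*) and 1.48-fold (*fhuB*).
Limma gave an adjusted p in the *ytpQ* mutant of 0.000203 for *yxeB*, 0.000509 for *fhuD* and 0.0199 for *fhuB*. The call of *fhuB* was lost without replicate 1 (adjusted p = 0.144) and with the variance of the untreated *ytpQ* arrays alone (0.13).

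**Figure D3:**
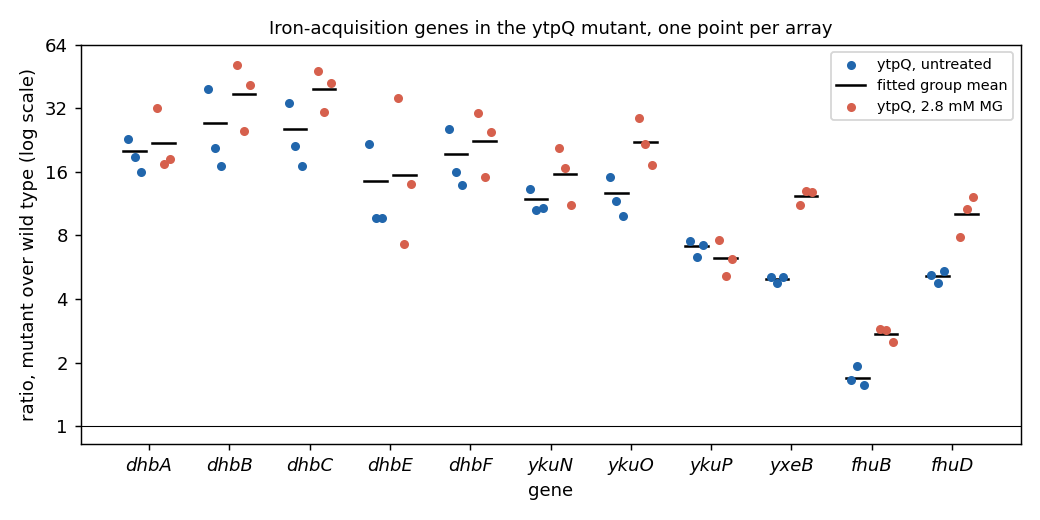
Ratio of *ytpQ* mutant to wild type on a log scale for 11 iron acquisition genes, without treatment (blue) and with 2.8 mM MG (red). Each point is 1 of 3 arrays and each bar is the fitted mean of the group. The untreated points of *fhuB* lie between 1.56 and 1.92, and all points of all genes lie above 1.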

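*ykuN* (BSU14150) rose 11.9-fold in the untreated *ytpQ* mutant, a log2 ratio of 3.57 (standard error 0.261, n = 2), and its ratio lay between 10.5 and 13.3 on the 3 arrays. *ykuO* (BSU14160) rose 12.7-fold (log2 3.67, standard error 0.226), with ratios between 9.88 and 15.1. *ykuP* (BSU14170) rose 7.11-fold (log2 2.83, standard error 0.199), with ratios between 6.34 and 7.49, and its mean ratio was 10.2 with the median of probes and 11.2 with the authors' gene table. Increases in the *spx* mutant were 22.2-fold for *ykuN*, 22.4-fold for *ykuO* and 13.1-fold for *ykuP*, and the difference between the mutants passed the test for *ykuP* (0.88, adjusted p = 0.0382 from limma) and did not for *ykuN* (0.90, 0.0802) or *ykuO* (0.82, 0.069). By limma the adjusted p in the *ytpQ* mutant was 0.000278 for *ykuN*, 0.00016 for *ykuO* and 0.000244 for *ykuP*.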

The expression of the Fur-regulated *ykuNOP* operon was elevated higher than 10-fold in the *ytpQ* mutant. The operon encodes two flavodoxins that serve as reductases for nitric oxide synthase catalysis and for two-electron transfer to cytochrome P450 BioI. This latter function can be fulfilled by the product of the *fer* gene, which is a 4Fe-4S ferridoxin. Under conditions of low iron, the *ykuN*, and *ykuP* products provide an iron-free substitute. 

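In the untreated *ytpQ* mutant, 29 of 33 measured genes of the PBSX prophage rose and none fell (31 when adjusted over the list alone). All 33 log2 ratios were positive, with a median of 2.32. *xhlB*, the holin gene of the lysis cassette, rose 11.4-fold (log2 3.51, standard error 0.366, n = 2), with ratios between 11.1 and 12.2 on the 3 arrays. The terminase genes *xtmB* and *xtmA* had log2 ratios of 3.08 and 3.01, and the structural gene *xkdM* one of 3.02. The *spx* mutant had 31 genes of the list higher, with a median of 1.83, and *xhlB* rose 8.34-fold. The *skin* element, a prophage remnant that shares gene families with PBSX, had a median log2 ratio of 0.14 in the *ytpQ* mutant, where 3 of 46 genes, *yqbL*, *yqbM* and *yqbP*, rose by 0.78 to 1.07 on the log2 scale (2 when adjusted over the list alone). These were named after their values were seen.
The adjusted p from limma for *xhlB* was 0.00117. Camera gave PBSX an adjusted p of 1.3e-25 in the *ytpQ* mutant and 3.03e-13 in the *spx* mutant (adjusted p = 0.379 and adjusted p = 0.53 with an estimated correlation), and the *skin* element one of 0.00357 (adjusted p = 0.668 with it). Without replicate 3 of the *spx* mutant, whose wild-type RNA held genes raised by MG, 25 PBSX genes rose there.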

Another characteristic of the *ytpQ* mutant that mimics the *fur* null phenoytpe is the derepression of the genes belonging to the cryptic prophage, PBSX (Figure S5) [59]. It is not known why these genes show elevated expression in the *fur* mutant.

Notably, several of the genes derepressed in the *ytpQ* mutant were further up-regulated upon MG treatment (Figure 5, Tables S2, S3). These include genes controlled by PerR and Fur, as well as the *spx* gene itself. 

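With MG, 445 of 4105 genes were higher and 627 lower in the *ytpQ* mutant than in the wild type at an adjusted p under 0.05 from limma, 221 and 266 of them by at least 2-fold. Ratios of named iron acquisition genes were compared with those without MG. The ferrioxamine binding protein gene *yxeB* stood at 12.3-fold with MG, and the difference from the untreated ratio was 1.30 on the log2 scale (standard error 0.202). *fhuD* stood at 10.1-fold and *ykuO* at 22.1-fold, with differences of 0.97 and 0.79, and *ykuP* had one of -0.19, which was positive under 5 of 23 other settings (0.81 with the median of probes, 0.78 with the authors' gene table). The ratios of *dhbC* (39.6-fold) and *xhlB* (11.2-fold) differed from the untreated ones by 0.64 (standard error 0.377) and -0.02 (standard error 0.472).
No gene passed the limma test of the difference between the MG and untreated ratios. This test was unpaired, although the arrays fell into sets across the treatments. Deviations of untreated replicate 1 correlated with those of MG replicates 1 and 3 (r 0.54 and 0.70), and those of untreated replicates 2 and 3 with MG replicate 2 (0.82 and 0.72). Variation shared within these sets stays in the error of the test. Deviations of the *spx* arrays also correlated with those of the *ytpQ* arrays (r -0.67 to 0.58). The sets are thus not shown to be paired cultures. The smallest adjusted p was 0.456, which *yxeB* shared, and 219 genes had an unadjusted p under 0.05. On simulated data with noise drawn independently for each sample, and so without these sets, the same test found 18.9% of differences of 1 log2 unit and 69.1% of those of 2 units. In the mutant RNA of MG replicate 1, genes that MG changes lay between their untreated and MG levels, and without it 436 genes were higher and 410 lower with MG; without MG replicate 3, 178 were higher and 194 lower. With median centring in place of lowess the split was 618 to 442.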

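For the Fur regulon, 39 of 40 genes had a larger ratio of mutant to wild type with MG than without, with a median difference of 0.62 on the log2 scale. With MG, 39 of the 40 were higher in the mutant and none lower (39 when adjusted over the list alone), with a median of 1.63. No single difference passed the limma test over all genes, where 20 had an unadjusted p under 0.05, and 10 passed when adjusted over the list alone. Read by channel, the median of the list changed by -0.72 in the wild type and by -0.09 in the mutant upon MG. On the slide that held arrays of both treatments, the median difference was 0.52, with 38 of 40 positive.
For the PerR list, 5 of 13 genes had a larger ratio with MG, and the median difference was -0.18, and 4 of 13 were positive within that slide; read by channel, its median rose by 0.60 in the wild type and by 0.47 in the mutant. With MG, *katA* stood at 13.7-fold (difference 0.22, standard error 0.647), *ahpC* at 6.23-fold (difference 0.00) and *ahpF* at 4.46-fold (difference 0.26). The heme biosynthesis genes *hemB*, *hemC* and *hemD*, named after their values were seen, fell by 0.62, 0.92 and 0.90 in the mutant with MG. The *spx* gene (*spxA*) was 3.29-fold higher without MG (log2 1.72, standard error 0.414, n = 2) and 4.70-fold higher with it (log2 2.23, standard error 0.338, n = 3), a difference of 0.51 (standard error 0.534).
Limma gave an adjusted p for *spxA* of 0.0418 without MG, 0.00423 with MG and 0.986 for the difference. Camera gave the difference an adjusted p of 5.17e-21 for the Fur list (adjusted p = 0.201 with an estimated correlation) and 0.224 for the PerR list (0.000151, toward smaller ratios with MG, without MG replicate 2). Without MG replicate 1, whose mutant RNA held MG-changed genes at intermediate levels, the median differences were 0.59 for Fur and 0.16 for PerR, those of *katA* and *spxA* were 0.82 and 0.96 (-0.40 for *katA* without MG replicate 2), and no *hem* gene fell. The untreated call of *spxA* was lost under 8 of 22 other settings, with an adjusted p up to 0.293.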

Elevated expression of genes encoding the transporter for elemental iron (*yfmLMN*) was observed in the *ytpQ* mutant cells treated with MG.

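With MG, *yfmL* (BSU07430) had a ratio of mutant to wild type of 0.589, a log2 ratio of -0.76 (standard error 0.158, n = 3), *yfmM* (BSU07420) one of -0.27 (standard error 0.145) and *yfmN* (BSU07410) one of 0.02 (standard error 0.253). The ratio of *yfmL* lay between 0.5 and 0.687 on the 3 arrays. Without MG the log2 ratios were -0.06 for *yfmL*, 0.37 for *yfmM* and 0.48 for *yfmN*. Among the other iron transport genes, the *ywbLMN* operon, which encodes the EfeUOB transporter and was named after its values were seen, rose with MG. *ywbL* (BSU38280) rose 3.50-fold (log2 1.81, standard error 0.152), *ywbM* 2.42-fold and *ywbN* 2.12-fold. Without MG, *ywbL* rose 1.82-fold, and the difference between the ratios was 0.95 (standard error 0.24, adjusted p = 0.844).
By limma the adjusted p with MG was 0.014 for *yfmL*, 0.208 for *yfmM*, 0.957 for *yfmN* and 0.000257 for *ywbL*. The call of *yfmL* was lost without MG replicate 3 (adjusted p = 0.0969). Without MG replicate 1, whose mutant RNA held MG-changed genes at intermediate levels, *yfmL* had a log2 ratio of -0.77 and *ywbL* one of 1.82.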

Another class of genes showing elevated expression in the *spx* and *ytpQ* mutant is the σ^D^ regulon, which includes genes that function in motility and chemotaxis [63], [64]. 

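All 36 late motility genes under σ D had a positive log2 ratio in the untreated *ytpQ* mutant, with a median of 2.20, and 3, *hag*, *tlpC* and *yviF*, passed the test (1 when adjusted over the list alone). The chemoreceptor gene *tlpC* rose 4.22-fold (log2 2.08, standard error 0.362, n = 2) and *yviF*, a flagellar assembly factor gene, rose 2.71-fold (log2 1.44, standard error 0.358). With MG, 20 of the 36 rose (35 when adjusted over the list alone), with a median of 2.15. Of the 36, 10 rose in the *spx* mutant (4 when adjusted over the list alone), with a median of 1.26, among them *flgM*, the gene of the anti-σ D factor (5.81-fold, standard error 0.529 on the log2 scale).
The 31 genes of the *fla/che* operon, which encodes the flagellar basal body, chemotaxis proteins and σ D, had a median of 1.51 in the *ytpQ* mutant and 0.08 in the *spx* mutant. None passed the limma test in either mutant (0 when adjusted over the list alone), and 6 and 0 had an unadjusted p under 0.05. In the *ytpQ* mutant all 31 log2 ratios were positive.
The adjusted p from limma in the *ytpQ* mutant was 0.0139 for *tlpC* and 0.0454 for *yviF*. Camera gave the σ D list an adjusted p of 1.46e-11 in the *ytpQ* mutant, 2.17e-12 with MG and 4.82e-05 in the *spx* mutant (adjusted p = 0.668, 0.822 and 0.698 with an estimated correlation). The *fla/che* operon had one of 1.13e-06 in the *ytpQ* mutant (adjusted p = 0.668 with it), 0.351 in the *spx* mutant and 0.0313 for the difference between the mutants (adjusted p = 0.773 with it, 0.306 without *spx* replicate 2). Without replicate 3 of the *spx* mutant, whose wild-type RNA held genes raised by MG, 3 σ D genes rose, with a median of 0.81, and the *fla/che* median was -0.50. Without MG replicate 1, whose mutant RNA held MG-changed genes at intermediate levels, 27 σ D genes rose with MG, with a median of 2.99. The median difference from the untreated ratios was then 0.82, against 0.02 with all arrays. The call of *yviF* was lost under 10 of 22 other settings (adjusted p = 0.134 without replicate 1) and that of *tlpC* under 2, and the *fla/che* operon passed camera in the *spx* mutant without its replicate 2 (0.00221).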

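*hag* (BSU35360) had a log2 ratio of 4.73 in the untreated *ytpQ* mutant (standard error 1.11, n = 2), a fitted increase of 26.5-fold. The arrays differed widely, with ratios of 9.37 in replicate 1 and of 74.2 and 75.6 in replicates 2 and 3, and their mean was 53.1. With MG the log2 ratio was 4.41 (standard error 0.91, n = 3), with ratios between 6.66 and 92.6. For the *spx* mutant it was 4.27 (standard error 0.91), with ratios between 5.33 and 55.7. All 9 arrays showed more *hag* transcript in the mutant than in the wild type.
Limma gave an adjusted p of 0.0391 without MG, 0.0137 with MG and 0.00592 in the *spx* mutant. Without replicate 1 the untreated log2 ratio was 6.23 and the call was lost (adjusted p = 0.0862), as it was under 4 more of 22 other settings (log2 3.23 and adjusted p = 0.379 without replicates 2 and 3), and with MG it was lost without replicate 3 (0.0671). In the *spx* mutant without its replicate 3, whose wild-type RNA held genes raised by MG, the log2 ratio was 3.50.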

The level of the *hag* gene transcript, encoding flagellin, was increased 80-fold in the *ytpQ* mutant (Figure 6). It is not clear why the expression of the σ^D^ regulon is elevated in the *ytpQ* mutant. Reduced growth rate of the *ytpQ* mutant could be related to the elevated expression of genes that function in motility and chemotaxis. 

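*ywaC* (BSU38480) rose 3.00-fold in the untreated *ytpQ* mutant, a log2 ratio of 1.58 (standard error 0.358, n = 2), with ratios of 2.44, 3.60 and 3.77 on the 3 arrays and a mean of 3.27. With MG it rose 3.80-fold (log2 1.93, standard error 0.292, n = 3). In the *spx* mutant the log2 ratio was 0.21 (standard error 0.292, adjusted p = 0.571 from limma), and the difference between the mutants was -1.38 (adjusted p = 0.0576). The other genes of ppGpp synthesis, *relA* and *yjbM*, had log2 ratios of -0.04 and -0.09 in the untreated *ytpQ* mutant, so 1 of 3 genes on this list rose (1 when adjusted over the list alone). The median of the list was -0.04 and the mean 0.48, and camera gave it an adjusted p of 0.417.
By limma the adjusted p for *ywaC* was 0.0349 without MG and 0.00426 with MG. Without replicate 1 the untreated call was lost (adjusted p = 0.123), as it was without *spx* replicate 3 (0.0544) and with the variance of the untreated *ytpQ* arrays alone (0.114). The difference between the mutants passed under 5 of 22 other settings, with an adjusted p between 0.00503 and 0.0476.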

Possibly linked to this phenotype is the elevated expression of *ywaC* in the *ytpQ* mutant (3.5-fold). The *ywaC* gene product is a GTP pyrophosphokinase that can catalyze ppGpp formation at the expense of GTP [65], [66]. Induction of the stringent response has been observed to heighten expression of the motility/chemotaxis regulons through reduced activity of the CodY repressor [67]. Another report has linked iron-dependent control and CodY with the stringent response [68].

2D-gel based cytoplasmic proteome analysis provides validation of the transcriptomic results (Figure 7). Consistent with the microarray data of the *spx* mutant, the most strongly up-regulated proteins in the proteome are controlled by the CymR repressor. These include YtmI, YtmO, YtnJ, YrhB, CysK, SsuA, SsuD. Furthermore, the PerR-controlled proteins KatA, AhpC, AhpF were strongly elevated in the *spx* mutant proteome and less strongly in the proteome of the *ytpQ* mutant. The proteins of the Fur-regulated genes *dhbA*, *dhbB*, and *dhbE* were also observed at increased amounts in the *ytpQ* mutant. Finally, the Hag protein amount was also elevated in mutant cells. The elevated protein levels in the *ytpQ* mutant are likely the result of the enhanced transcription uncovered in the transcriptome analysis.

**Figure 7:**
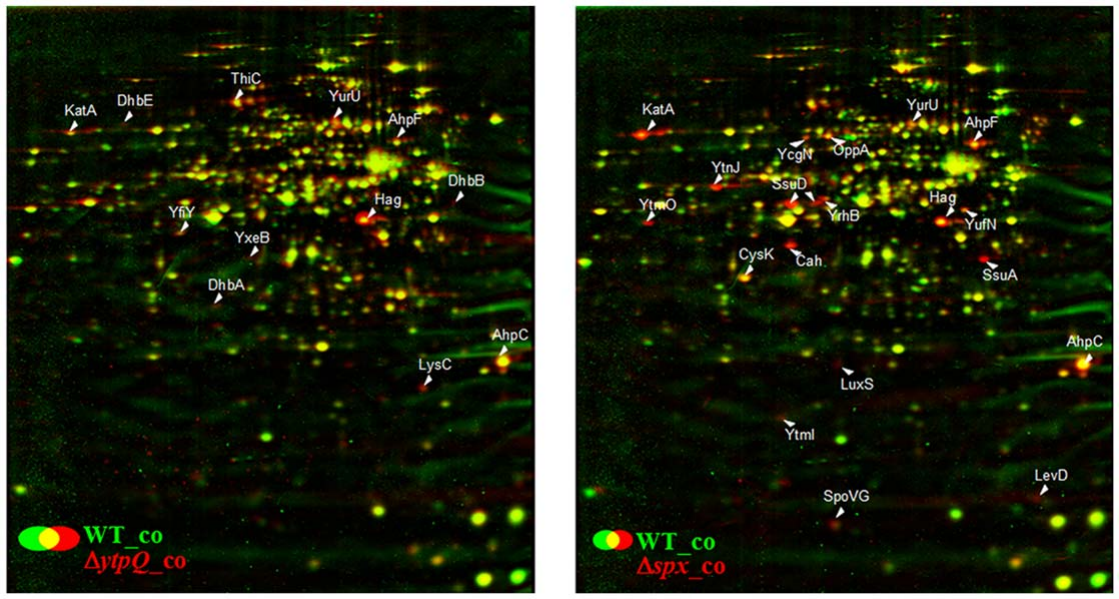
Dual-channel images of the protein amounts in *B. subtilis* wild type (green image) compared to the *ytpQ* (left) and *spx* mutants (right) (red images) under control conditions. Cytoplasmic proteins were separated by 2D PAGE as described in Materials and Methods. Image analysis was performed using the Decodon Delta 2D software. Proteins with increased levels in the mutants in at least two independent experiments are indicated by white labels.

The phenotype enhancement screen is one way to gain information about SRG function. In the present study, Spx phenotype enhancement was tested by examining growth on minimal medium and sensitivity to methylglyoxal. However, the Spx regulon is induced under a variety of harsh conditions, and an *spx* null mutant is sensitive to other toxic agents including electrophiles, paraquat, selenite, hypochlorite and certain antibiotics (unpublished data). Resistance to each of these agents might require the contributions of one or more specific SRGs. With this in mind, further phenotype enhancement screens can be conducted in the presence of each toxic agent with SRG mutations in the *spx* mutant background to initiate an effort to uncover function of other Spx regulon members.

The *spx* phenotype enhancement screen of SRGs uncovered the *ytpQ* gene as being an important member of the *spx* regulon. The double *spx ytpQ* mutant exhibited severely impaired growth in minimal medium. Phenotype analysis of the *ytpQ* mutant showed that it had an elevated level of oxidative protein damage after methylglyoxal treatment compared to that of the wild-type parent. The increased protein damage upon MG treatment could be a consequence of dysfunctional iron metabolism, which was evident from the transcriptome results showing heightened expression of Fur regulon genes in *ytpQ* mutant cells. While phenotype of the *ytpQ* mutant resembled that of a *fur* mutant, indicating a condition of low cellular iron, this also creates a condition of elevated free, chelatable iron that could mediate the observed oxidative damage [69], [70](Figure 4). These results implicate *ytpQ* gene as a link between Spx-dependent control and regulation of iron homeostasis. The study herein provides evidence that the influence of Spx in oxidative stress management extends to participation in the control of iron metabolism. Hence, the severity of the *spx* phenotype is enhanced by the loss of *ytpQ* function, and the accompanying dysfunction in iron homeostatic mechanisms.

Attempts at gaining more information about YtpQ function will involve a search for interacting proteins, with hopes of finding binding partners with known function. Screening other SRG mutations in the *ytpQ* background to find synthetic effects or phenotype enhancement will uncover other *spx* regulon members that reside in the same functional domain occupied by *ytpQ*. Suppressor mutations that relieve the growth impairment of the *ytpQ spx* mutant will also identify genes that are influenced by YtpQ function.

## Methods

### Bacterial strains and growth media

The *B. subtilis* knock-out library [45] was constructed using a previously described method [43], and was obtained from the laboratory of N. Ogasawara (NAIST, Nara, Japan). Mutants from the collection were re-checked by PCR using primers that hybridize to the genomic region where the disruptions reside and primers specific to pMUTIN. This was done to ensure that the pMUTIN insertion was in the assigned gene. DNA from the SRG members (Table S1) of the mutant collection was used to transform JH642 and ORB6781 (*spx*::*spc*) competent cells to create two sets of isogenic SRG mutants. All strains used in this study were derived from JH642 (*trpC2 pheA*) and are Trp^−^ and Phe^−^ auxotrophs.

*B. subtilis* cells were grown on TSS minimal medium [71], 2xYT (yeast extract/tryptone [72]), or DSM nutrient broth sporulation medium [73]. *E. coli* plasmid-bearing strains were propagated in 2xYT. Antibiotic concentrations used in growth media were ampicillin (50 µg ml^−1^), chloramphenicol (5 µg ml^−1^), spectinomycin (75 µg ml^−1^), and erythromycin/lincomycin (1 µg ml^−1^ and 25 µg ml^−1^, respectively).

### Construction of *ytpQ* deletion mutant

The *ytpQ* gene was amplified from JH642 chromosomal DNA using a forward primer oMN10-505 (cgCCGCAAAACAAAAGAAGAA; only upper case letters correspond to chromosomal sequence) and a reverse primer oMN10-506 (cgCCACACCTTCTTTATTATA) by PCR. The amplified DNA was cloned using Topo-cloning kit (Invitrogen) to generate pMMN806. The *ytp*Q gene isolated from EcoRI-digested pMMN806 was cloned into pUC8 digested with EcoRI to generate pMMN807. The spectinomycin-resistant cassette was isolated from pDG1727 digested with BamHI and StuI and the resistance gene was used to replace the BglII/EcoRV-digested fragment of *ytpQ* in pMMN807. The resultant plasmid pMMN808 led to a substitution of a 54-bp DNA in *ytpQ* with the spectinomycin-resistance gene. The plasmid pMMN808 was used to transform JH642 and the transformant (ORB7815) was selected for the spectinomycin resistance. The disruption of *ytpQ* in ORB7815 was confirmed by PCR using oMN10-505 and oMN10-506. ORB7816 (*spx*::*tet ytpQ*::*spc*) was constructed by transforming ORB6876 (*spx*::*tet*) with chromosomal DNA prepared from ORB7815.

### Preparation of chromosomal DNA and transformation

Small-scale chromosomal DNA preparation was conducted by growing a culture of 3 ml 2xYT. The cells were harvested at 14,000 rpm in a Sorvall super T21 centrifuge with SL-50T rotor at 4°C for 10 min. The cells were resuspended in EDTA buffer (25 mM NaCL, 50 mM EDTA). Lysozyme was added and the mixture was then incubated for 15 min. Later sarkosyl was added and phenol/chloroform extraction was performed. The chromosomal DNA was then stored at 4°C. The chromosomal DNA from the mutants was used to transform JH642 competent cells and *spx* mutant (ORB6781) competent cells. The transformation mixture was incubated for 30 min at 37°C and then 1 ml of 2xYT was added in each test tube. The transformation mixture was incubated for 1 h and plated on DSM Erm-Ln (1 µg/ml erythromycin and 25 µg/ml lincomycin) and DSM Spc (75 µg/ml spectinomycin) plates, respectively. The colonies were then streaked for single cell clones. After genotype testing, strains were stored at −80°C.

### Mutant Screening

The SRG mutations in the wild-type and *spx* mutant backgrounds were tested on TSS, TSS+IPTG (0.5 mM), TSS+MG (2 mM), TSS+MG+IPTG plates and the phenotype of each strain was recorded. The mutants in both backgrounds along with JH642 and *spx*::*spc* were grown in TSS media with appropriate antibiotics. The cells were diluted to OD_600_ = 0.1 and then serially diluted to 10^−6^ in TSS medium. Ten µl from each dilution were transferred to TSS plates and TSS and MG (2 mM) plates.

To assess the extent of growth impairment on minimal medium or caused by treatment with methylglyoxal, we employed a Matlab graphical user interface to measure colony size on agar medium containing the toxic agent. The application, Pixicillus, utilizes triangulation of coordinates corresponding to the dimensions of the petri plate as a standard to calculate colony size (the design and use of the program is available upon request).

### Construction of *ytpQ* complementation strains

The *ytpQ* ORF as well as 37 bases upstream harboring the *ytpQ* Shine-Dalgarno sequence was amplified by PCR from JH642 purified genomic DNA using primers oSB1 (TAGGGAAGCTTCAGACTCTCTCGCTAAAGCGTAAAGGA, HindIII cut site underlined) and oSB2 (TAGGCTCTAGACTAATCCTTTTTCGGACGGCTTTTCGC, XbaI cut site underlined). The HindIII - XbaI digested linear amplicon was cloned into pDR67 [74], which contains an IPTG-inducible *spac* promoter [44], a chloramphenicol resistance cassette, and flanking *amyE* homologous regions for chromosome integration. pDR67::P*spac*-(SD*ytpQ*)-*ytpQ* (pSB1) was sequenced and introduced by transformation into several competent isogenic strains of *B. subtilis*: i) *spx*::*tet* (ORB6876), ii) *ytpQ*::*spc* (ORB7815), iii) *spx*::*tet ytpQ*::*spc* (ORB7816), and iv) parental JH642. Strains were tested for the disruption of the *amyE* locus by plating on LB plus 0.5% starch.

### Growth curves

The preculture of JH642, *spx*::*spc* and mutants constructed in the JH642 or *spx*::*spc* genetic backgrounds were grown in TSS media with appropriate antibiotics until mid-log phase. The cells were then diluted to OD600 = .03 and incubation was continued with shaking at 37°C. The OD_600_ was taken at time intervals of 30 min or 1 h.

### OxyBlot Assay

The wild-type strain, *ytpQ* mutant, and *spx*::*spc* mutant were grown in 100 ml of 2xYT at 37°c. At OD_600_ = 0.5, the culture was divided equally in baffled flasks for each sample. Methylgloxal (2.8 mM) was added into one of the two flasks. The cells were grown for 6 h and harvested at 7000 rpm, 4°C for 20 min in a Sorvall Super T21 centrifuge using a SL-50T rotor. The harvested cells were resuspended in 50 mM NaCl, 25 mM EDTA pH 7.0 and lysed using a French press. The crude cell lysate was centrifuged as before. The supernatant was collected and the protein concentration was determined by the Bradford Assay [75]. Fifteen µg of the crude sample protein was derivatized with 2, 4 dinitrophenyl hydrazine. A control reaction with extract of untreated cells was also assembled. The samples were then applied to a 12% SDS polyacrylamide gel and the protein was electroblotted onto a nitrocellulose membrane. The membrane was treated with primary antibody provided in the Oxyblot kit (Millipore) specific for 2,4 dinitrophenol hydrazone. After the treatment with antibodies the membrane was treated with chemi-luminescent reagent (Millipore) and labeled protein was visualized on a photographic film (Fuji).

### In vitro transcription

RNA polymerase and Spx protein was purified as previously described [28], [76]. For the study reported herein, RNA polymerase was purified from an *rpoDL366A* mutant (A gift from C. P. Moran, Jr., Emory University), which lacks SigA protein after a three-column purification procedure [76]. The enzyme does not transcribe a consensus σ^A^ promoter DNA fragment (from the *rpsD* gene) unless purified σ^A^ [58] is added to the reaction. In vitro transcription reactions were performed according to previously published work [11], [76], [77], with further details in Figure legend 3.

### Proteome and mass spectrometry analysis

*B. subtilis* wild type (JH642), *ytpQ* and *spx* mutant cells were grown in Belitsky minimal medium [78] to an OD_500_ = 0.4 and harvested before (control) and 20 min after exposure to 2.8 mM methylglyoxal. Preparation of cytoplasmic protein extracts and separation by two-dimensional gel electrophoresis (2D-PAGE) were performed as described [79]. The protein content was determined using the Bradford assay [75]. For two-dimensional gel electrophoresis (2D-PAGE), 200 µg of the protein extracts were separated using the non-linear immobilized pH gradients (IPG) in the pH range 4–7 for cytoplasmic proteins (Amersham Biosciences) and a Multiphor II apparatus (Amersham Pharmacia Biotech) as described previously [80]. The resulting 2D gels were fixed in 40% (v/v) ethanol, 10% (v/v) acidic acid and stained with Colloidal Coomassie Brilliant Blue (Amersham Biosciences). The image analysis was performed from the Coomassie-stained 2D gels using the DECODON Delta 2D software (http://www.decodon.com).

For protein identification from 2D gels, spot-cutting, tryptic digestion of the proteins, and spotting of the resulting peptides onto the MALDI-targets (Voyager DE-STR, PerSeptive Biosystems) were performed using the Ettan Spot Handling Workstation (Amersham-Biosciences, Uppsala, Sweden) as described previously [81]. The MALDI-TOF-TOF measurement of spotted peptide solutions was carried out on a Proteome-Analyzer 4800 (Applied Biosystems, Foster City, CA, USA) as described previously [81].

### Transcriptome analysis

For microarray analysis, *B. subtilis* wild type, *ytpQ* and *spx* mutant cells were grown in Belitsky minimal medium to OD_500_ of 0.4 and harvested before and after exposure to 2.8 mM methylglyoxal. Total RNA was isolated by the acid phenol method as described [82]. For transcriptome analysis, 35 µg RNA were DNase-treated using the RNase-Free DNase Set (Qiagen) and purified using the RNA Clean-Up and Concentration Micro Kit (Norgen). The quality of the RNA preparations was assessed by means of the Agilent 2100 Bioanalyzer according to the manufacturer's instructions.

Synthesis and purification of fluorescently labeled cDNA were carried out according to Charbonnier *et al.* [83] with minor modifications. In detail, 10 µg of total RNA were mixed with random primers (Promega) and spike-ins (Two-Color RNA Spike-In Kit, Agilent Technologies). The RNA/primer mixture was incubated at 70°C for 10 min followed by 5 min incubation on ice. Then, the following reagents were added: 10 µl of 5× First Strand Buffer (Invitrogen), 5 µl of 0.1 M DTT (Invitrogen), 0.5 µl of a dNTP mix (10 mM dATP, dGTP, and dTTP, 2.5 mM dCTP), 1.25 µl of Cy3-dCTP or Cy5-dCTP (GE Healthcare) and 2 µl of SuperScript II reverse transcriptase (Invitrogen). The reaction mixture was incubated at 42°C for 60 min and then heated to 70°C for 10 min. After 5 min on ice, the RNA was degraded by incubation with 2 units of RNaseH (Invitrogen) at room temperature for 30 min. Labeled cDNA was then purified using the CyScribe GFX Purification Kit (GE Healthcare). Five hundred ng of Cy5-labeled cDNA and 500 ng of Cy3-labeled cDNA were hybridized together to the microarray following Agilent's hybridization, washing and scanning protocol (Two-Color Microarray-based Gene Expression Analysis, version 5.5).

Data were extracted and processed using the Feature Extraction software (version 10.5, Agilent Technologies). For each gene on a microarray, the error-weighted average of the log ratio values of the individual probes was calculated using the Rosetta Resolver software (version 7.2.1, Rosetta Biosoftware). Genes showing induction or repression ratios of at least three-fold in three independent experiments were considered as significantly induced. The averages ratios and standard deviations for all induced or repressed genes in the *ytpQ* and *spx* mutants compared to the wild type were calculated from three independent transcriptome experiments each and listed in Table S3. All microarray datasets and accompanying descriptions are MIAME compliant and the datasets are available in the GEO database under accession numbers GSE28872.

### Hierarchical clustering analysis

Clustering of gene expression profiles up- and downregulated in *spx* and *ytpQ* mutants compared to the wild type under control conditions and in the *ytpQ* mutant under methylglyoxal stress were performed using Cluster 3.0 [84]. The transcriptome datasets included log2-fold expression changes in the *spx* and *ytpQ* mutant strains versus wild type. After hierarchical clustering, the output was visualized using TreeView [85]. For clustering, genes were used that are induced or repressed in the *ytpQ* and/or *spx* mutants (e.g. CymR, Spx, PerR, Fur, HxlR, CatR, Com, SigmaD, SigmaH, CodY, SinR, Spo0A, SigmaL, AhrC, Rok, SigmaE, F, G, K regulons and SPβ-related genes).

## Supporting Information

Figure S1 **Colonies of serially diluted, spotted cultures on TSS plates with and without 3 mM methylglyoxal.** Strains are JH642 (wild type parent), *spx* mutant, *yitV*, and *yitV spx* mutant. Values are average colony size as determined by Pixicillus.
(TIF)

Figure S2 **TSS minimal medium agar containing 0, 0.5, 1, and 2 mM MG.** From top to bottom rows: JH642 (Wild type parent), *spx*::*tet* mutant, *ytpQ* deletion mutant, *spx*::*tet ytpQ* deletion double mutant. Cells were grown in TSS medium to mid-log phase, then serially diluted 10-fold. Ten µl of each dilution was then spotted onto the agar surface. Plates were incubated at 37°C.
(TIF)

Figure S3 **Complementation of the Δ** ***ytpQ*** **::** ***spc*** **mutation by an IPTG-inducible allele of ytpQ expressed from the** ***amyE*** **locus (Strain ORB8011).** Growth curves are shown in which cultures of JH642 cells and ORB8011 cells are grown in TSS medium containing Trp and Phe auxotrophic requirements.
(TIF)

Figure S4 **Assay of** ***ytpQ*** **- and** ***ytoQ*** **-directed β-galactosidase activity in wild type cells and cells bearing the IPTG inducible** ***spx^DD^*** **allele.** A. Open circles: *ytpQ*::pMUTIN Physpank-*spx^DD^* without IPTG. Closed circles: with IPTG. B. Open triangles: *ytoQ*::pMUTIN Physpank-*spx^DD^* without IPTG. Closed triangles: with IPTG. C. The expression of the *ytpQ*- and *ytoQ-lacZ* fusions was measured in *ytpQ*::pMUTIN and *ytoQ*::pMUTIN cells in the absence of the IPTG-inducible *spx^DD^* construct. Open circles: *ytpQ*::pMUTIN without IPTG. Closed circles: *ytpQ*::pMUTIN with IPTG. Open triangles: *ytoQ*::pMUTIN without IPTG. Closed triangles: *ytoQ*::pMUTIN with IPTG.
(TIF)

Figure S5 **Hierarchical clustering analysis of gene expression profiles up- and downregulated in** ***spx*** **and** ***ytpQ*** **mutants.** Gene expression data were clustered based on the induction or repression ratios in the *spx* and *ytpQ* mutants. Nodes enriched for phage-related genes of *B. subtilis* are shown.
(TIF)

Table S1 **Expression levels of spx-controlled genes in cells bearing an IPTG-inducible allele of** ***spx*** **(** ***spx^DD^*** **) encoding a protease resistant form of Spx protein.** The values are log2 of transcript level ratio between cells grown in presence and absence of IPTG [12].
(TIF)

Table S2 **Induction and repression of genes in the** ***spx*** **and** ***ytpQ*** **mutants under control conditions and in response to 2.8 mM methylglyoxal stress as revealed by transcriptome analyses.** The averages ratios and standard deviations as well as log2-fold changes for all induced and repressed genes are calculated from three transcriptome replicate experiments at control conditions and after 10 min of exposure to 2.8 mM methylglyoxal. All genes with induction ratios of at least three-fold were listed and classified according to previously described regulons according to http://dbtbs.hgc.jp and SubtiWiki database (http://subtiwiki.uni-goettingen.de/wiki/index.php/Main_Page).
(XLS)

Table S3 **Induction and repression of genes under control conditions and in response to methylglyoxal in the** ***spx*** **and** ***ytpQ*** **mutants as revealed by transcriptome analyses.** The transcriptome datasets included log2-fold expression changes of average values of three transcriptome replicates according to Table S2. All induced and repressed genes under control and methylglyoxal stress were listed and classified into regulons according to http://dbtbs.hgc.jp and SubtiWiki database (http://subtiwiki.uni-goettingen.de/wiki/index.php/Main_Page). These data were used for the hierarchical clustering analysis presented in Figures 5 and 6.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

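The data are 9 dual-colour Agilent arrays on which RNA of the *B. subtilis* wild type (Cy3) and of a mutant (Cy5) were hybridized together. They form 3 groups of 3 arrays each, the untreated *ytpQ* mutant, the *ytpQ* mutant with MG and the untreated *spx* mutant, with wild type and mutant treated alike within each array. Cells were grown in minimal medium and harvested at an OD500 of 0.4, before or 10 min after addition of 2.8 mM MG. The paper names JH642 as the parent strain, while the sample labels name another laboratory strain. No array exchanged the dyes, so dye and genotype cannot be told apart within a group.

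The authors extracted the scans with Feature Extraction 10.5.1.1, which subtracted background, removed spatial trends and normalized the dyes by lowess. Per the file headers, the deposited intensity values per channel are processed signals after background subtraction, spatial detrending and lowess dye normalization. The deposited log10 values are the log10 of the processed Cy5 signal over the processed Cy3 signal, which the authors' software computed per probe after dye normalization. The ratio values used here are these log10 ratios as deposited for 42040 probes, with the error that the authors' software gave for each. The authors averaged the probes of a gene in Rosetta Resolver. Their table of gene values and the averages computed here differed by a median of 0.044 on the log2 scale over 4105 genes. The 99th percentile of the difference was 1.22 and the largest was 6. Some strongly changed genes named in the text, such as *ykuP*, *dhbA* and *ssuA*, differ between them.

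For each array, ratios were converted to log2 and spots with an outlier mark were left out (68 to 269 per array). The probes of a gene were averaged with weights from the error of the ratio. The array held 20833 intergenic probes, which were averaged by region and strand where at least 2 probes were available and tested apart from the genes. Of 4105 locus tags on the array, 4037 matched the gene table of the reference annotation, which was used for gene names and neighbours only. The number of arrays limits the precision. Between 84.5 and 92.8% of all probes were well above background in the wild-type channel, and the median signal was 808.8 to 1867 in Cy3 and 793.8 to 1900 in Cy5.

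Replicates 2 and 3 of the untreated *ytpQ* group were averaged, as their ratios differed by less than the probe noise, so the fit held 8 samples. The plan had named all 9 arrays. This averaging, and that in the channels below, was decided after the arrays had been compared. The groups were not blocked by replicate. limma 3.58.1 in R 4.3.3 was fitted to the gene averages with 1 mean per group, and moderated statistics were adjusted by Benjamini-Hochberg over 4105 genes at 0.05. The comparisons were each group's ratio against 0, the *ytpQ* ratio with MG minus that without, and the *spx* minus the *ytpQ* ratio without MG. The paper's rule, at least 3-fold in each of 3 arrays, was also applied. For the change upon MG within a strain, channel signals were made comparable between arrays (Aquantile) and compared with limma in each channel. Untreated replicates 2 and 3 were averaged in both channels. MG replicates 1 and 3 were averaged in the wild-type channel only, so that test held fewer samples. data.table 1.17.8 was used for tables, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

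A set of 29 gene lists was written from textbook knowledge of *B. subtilis*. They hold the Fur and PerR regulons, FsrA targets, the CymR regulon, sulfate assimilation, S-box methionine genes, Spx-activated genes, the ComK regulon, the *fla/che* operon, σ D late motility genes, genes of σ H and Spo0A, σ F, σ E, σ G and σ K, biofilm matrix genes, the PBSX, SPβ, *skin* and ICEBs1 elements, the LexA and CodY regulons, histidine and arginine biosynthesis, ribosomal proteins, ppGpp synthetases, CtsR and HrcA heat shock genes, σ B genes and electrophile response genes. Of their members, 6 were not found on the array. Lists were tested with camera at a preset correlation of 0.01, adjusted over the 29 lists of a comparison, and again with fry and with the correlation estimated from the data. Named genes are the 56 that the paper names, the 10 highest and the 10 lowest that passed the test and changed alike on every array of a comparison, and up to 4 members of each list with the largest changes. The paper's Table S2 had been seen when this rule was written. Lists, comparisons, the rule and most other settings of the analysis were set before the data were examined.

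The method was tested on simulated data in which 200 of 4105 genes were changed by 1 or 2 log2 units in arrays with the spread of the real ones. The noise was drawn independently for each sample. Of the changed genes, 46.7% at 1 unit and 80.6% at 2 units were found in the design of the untreated *ytpQ* group, and none had the wrong sign. Settings chosen beforehand to be varied changed the averaging of probes, background correction (normexp with an offset of 50) and dye normalization, left out dim probes or each array in turn, and changed the variance model or the test of lists. Others were added after the data had been seen. The proteome and growth experiments have no array files and were left out.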

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

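Among the tests reported here, that of a probe or dye effect on SPβ, both tests of the Fur regulon by channel, and 4 of the 5 tests on the MG-changed genes (all but that of a compressed signal range) were chosen only after the result was seen.

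Genes of the SPβ prophage, which the paper does not discuss in its results, had a median log2 ratio of -2.83 in the untreated *ytpQ* mutant (-2.54 with 24 genes at their bound), and 107 of 180 were lower and none higher in the limma test (152 lower when adjusted over the list alone; camera adjusted p = 1.43e-44, adjusted p = 0.462 with an estimated correlation). Poor probes or a dye effect are argued against, since 99.3% of the 753 gene probes inside the element were well above background in the Cy5 channel of the *spx* arrays. A candidate explanation is that the prophage is absent from the *ytpQ* strain: of 750 intergenic probes inside the element, 18.6% were well above background in the mutant channel of the *ytpQ* arrays and 67.7% in the wild-type channel. Whether an excision rejoined the interrupted gene cannot be told apart, as *ypqP*, 1 of its 2 parts, has no probe. The other part, *yodU*, had an untreated log2 ratio of 1.77, which lost its call under 11 of 22 other settings but stayed at 1.34 to 2.32. With MG, *yodU* kept its call under all 22, at 1.92 to 2.63. Lower transcription of an intact prophage stays open and was not tested.

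The Fur regulon had larger ratios of *ytpQ* mutant to wild type with MG than without, by a median of 0.62 on the log2 scale, which is a difference between the treatments in the effect of the mutation (camera adjusted p = 5.17e-21, 0.201 with an estimated correlation, 0.0768 by fry). A rise of the signal in the mutant is argued against, since the median of the list changed by -0.12 in the mutant channel without MG replicate 1 and by -0.15 to -0.10 over 4 normalizations. A fall in the wild type may account for the larger ratios: the median changed by -0.72 in the wild-type channel, between -0.73 and -0.68 over the normalizations and by -0.72 within slide 1. No single gene of the list passed the limma test in either channel. These channel values compare different arrays, and no biological reason for a fall in the wild type was tested.

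In 2 channels, genes that MG changes lay between their untreated and MG levels. In the wild-type channel of *spx* replicate 3, an array labelled untreated, 25 genes raised by MG stood 3.56 log2 units (median) above replicates 1 and 2, which is a signal that the paper does not report on, and whether RNA of MG-treated cells is in this sample cannot be told apart, as the raised genes reached a median share of 0.75 of the MG change on the linear signal scale (quartiles 0.43 and 0.98) and 20 lowered genes 0.43 (0.33 and 0.58, with 5 past 1 log2 unit), which are unlike for a mixture but overlap; a signal artefact of the array is argued against by the 0.05 log2 units at which the raised genes stood in its mutant channel. In the mutant channel of MG replicate 1, the median share, also on the linear signal scale, was 0.37 for genes raised and 0.25 for genes lowered by MG, which may reflect RNA of untreated cells or a weaker response of that culture; these cannot be told apart, as both give like shares. A compressed signal range is argued against by a slope of 1.02 over genes that MG changed little. A stress of the wild-type culture of *spx* replicate 3 other than MG stays open and was not tested.

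Genes of the mobile element ICEBs1, which the paper does not discuss, had a median log2 ratio of 1.75 in the untreated *ytpQ* mutant, with 16 of 24 higher and none lower (23 when adjusted over the list alone; camera adjusted p = 1.02e-19, adjusted p = 0.076 with an estimated correlation). Histidine biosynthesis genes, also outside the paper's results, had a median of -1.80 there, with 6 of 8 lower (8 when adjusted over the list alone), though *hisG* lost its call under 5 of 22 other settings (adjusted p = 0.187 without untreated replicate 1). Probes of the tetracycline resistance marker *tetR* had a mean log2 ratio of 7.53 on the *spx* arrays and of -0.11 on the untreated *ytpQ* arrays. Those of *specR* had one of -0.29 on the *spx* arrays. The paper describes an *spx*::*tet* and an *spx*::*spc* strain and does not state which was used on the arrays. The intergenic region between *ykuI* and *ykuJ*, read on the forward strand, had a log2 ratio of 1.83 in the *spx* mutant, and intergenic probes are not reported in the paper. In the mutant channel alone, which the paper does not analyse apart, *hxlB*, a gene of formaldehyde fixation, was 4.22 log2 units higher with MG than without. Arginine biosynthesis genes had larger ratios in the *ytpQ* mutant with MG than without, by a median of 1.81, a difference between the treatments for which none of 9 genes passed limma over all genes and 9 passed when adjusted over the list alone (camera adjusted p = 3.74e-14, adjusted p = 0.233 with an estimated correlation). Their median log2 ratio stayed negative, at -0.59 with MG against -2.37 without. Read by channel, their median changed upon MG by -2.73 in the wild type and by -0.54 in the mutant. Between the *spx* and *ytpQ* mutants without MG, the effects differed for 1293 genes at an adjusted p under 0.05 from limma. Without *spx* replicate 1, 2 or 3 the count was 729, 804 and 973. Of 180 listed SPβ genes, 128 were higher and 1 lower in this comparison, and this prophage may be absent from the *ytpQ* strain. All 3 *spx* arrays lay on 1 slide, which held no *ytpQ* array, so slide and mutant cannot be told apart here.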

How the results depend on the processing

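The plan took all 9 arrays, or all 6 in a channel, as separate samples. Averaging like arrays in the main fits departed from it after the arrays had been compared, and the separate fits stand here as alternatives. Alternatives that leave out untreated replicates 2 and 3 together, average MG arrays 1 and 3, or add only the wild type of *spx* arrays 1 and 2 were chosen after seeing the data. So was the estimated correlation in camera. The cause of the changes below was not tested. Among the 121 results for single genes that were rerun under other settings, no call reversed. Many genes named in the text were not among them. Of the lists rerun, only the σ D late motility genes reversed, in the difference between MG and untreated ratios (camera adjusted p = 0.72 here, 0.00094 without MG replicate 2, and 0.00016 to 0.869 over all arrays left out). That list also reversed without untreated replicate 1, which leaves 1 sample in its group. Signal over background limited few probes, and leaving out dim probes or taking the authors' gene table moved none of 20 summary results past the limits set.

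Genes called in the untreated *ytpQ* mutant (446) numbered 103 to 538 when 1 array was left out, 1156 with a replicate block, 2018 with slide as a random block, 895 with array weights, 111 with the arrays compared only, 1374 with all arrays separate and 121 without untreated replicates 2 and 3. With MG (1072) they numbered 372 to 1064, 1857 with slide as a random block, 1816 with array weights, 226 with the arrays compared only and 551 with MG arrays 1 and 3 averaged. Differences between the mutants (1293) numbered 522 to 1367, 2658 with slide as a random block and 431 without untreated replicates 2 and 3, and were 616 higher and 677 lower in *spx* here but 692 and 388 with normexp. The *spx* count (2320) lay between 1752 and 2399. Both block settings kept all 9 arrays apart. For the untreated *ytpQ* mutant, 1156 and 2018 are thus to be read against 1374, not against 446.

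Lists past camera for the difference between MG and untreated ratios (6) numbered 5 to 16 with 1 array left out, 10 with a replicate block, 10 with array weights and 14 without untreated replicates 2 and 3. With fry the lists past the test numbered 8 (untreated), 5 (MG), 0 (the difference upon MG) and 9 (the difference between mutants). With an estimated correlation none passed in any of the 5 comparisons, with 0 in each; the Fur list had 0.151 untreated, 0.0775 with MG and 0.201 for the difference upon MG, and the PerR list 0.668. By fry, PerR untreated had 0.239 and Fur upon MG 0.0768. The PerR difference upon MG lay between 0.000151 and 0.787 with 1 array left out. The FsrA list in the *spx* mutant had 0.0536 with a replicate block. Arrays did not each correlate best with their own number: deviations of untreated *ytpQ* replicate 1 correlated with those of MG replicates 1 and 3 (r 0.54 and 0.70), those of untreated replicates 2 and 3 with MG replicate 2 (0.82 and 0.72), and across these sets r was -0.82 to -0.49. The test of MG minus untreated takes no account of these sets. Deviations of the *spx* arrays correlated with those of the *ytpQ* arrays too (r -0.67 to 0.58), so the sets are not shown to be paired cultures.

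Genes at least 3-fold changed on all 3 arrays numbered 205 in the untreated *ytpQ* group (213 to 517 with 1 array left out, 311 without replicates 2 and 3, 357 at 2-fold, 522 by the mean ratio), 141 with MG (148 to 266, 215 with median centring, 263 at 2-fold, 430 by the mean ratio) and 388 in *spx* (838 at 2-fold, 675 by the mean ratio). The correlation of both mutants' effects was 0.09 and fell to 0.01 with median centring. The wild type's change upon MG held 0 genes by limma, with 815 at an unadjusted p under 0.05. It gave 865 with a replicate block on 6 separate arrays and 1019 with these arrays and no block. With the wild type of all *spx* arrays added it gave 105 (11 higher, 94 lower), and with that of *spx* arrays 1 and 2 it gave 550. The mutant's change (4) gave 48 with median centring, 98 with 6 separate arrays and 0 to 681 with 1 array left out, the highest without MG replicate 1.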

Differences from the paper's values

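In this part, the comparison with *ywbLMN* and the PerR values by channel were chosen after the result was seen. The paper's Table S2 gives a mean ratio of 3 arrays with its SD for each gene. For 183 values of named genes compared on that scale, 5 differ.

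For *dhbA* in the *ytpQ* mutant with MG, the paper's value is 44.7 (SD 10.5) and the value computed here is 22.6 (SD 8.23). They also differ with dim probes left out and without MG replicate 1, 2 or 3, and do not differ with the unweighted mean or the median of probes, normexp and loess, median centring, or the authors' gene table. For *ykuP* in the *spx* mutant, the paper's value is 21.0 (SD 2.96) against 13.2 (SD 2.40) here. They differ with dim probes left out and without *spx* replicate 1 or 3, and not with the unweighted mean or the median of probes, normexp and loess, median centring, the authors' gene table or without *spx* replicate 2. For *ykuP* in the untreated *ytpQ* mutant, the paper's value is 11.2 (SD 3.27) against 7.00 (SD 0.594) here. The difference stands with normexp and loess, with dim probes left out and without replicate 1, 2 or 3, and not with the unweighted mean or the median of probes, median centring or the authors' gene table. For *ykuP* with MG, the paper's value is 20.8 (SD 6.23) against 6.33 (SD 1.25) here. Only the median of probes and the authors' gene table bring these together, among the alternatives set before the data were examined. For *ssuA* in the *spx* mutant, the paper's value is 232 (SD 33.3) against 129 (SD 16.9) here. They differ with normexp and loess, dim probes left out and each *spx* replicate left out, and not with the unweighted mean or the median of probes, median centring or the authors' gene table. In Table S2, the log2 values of *ykuN*, *ykuO* and *ykuP* are not the log2 of the ratios printed beside them.

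The paper states that the operon *ykuNOP* rose over a set fold in the *ytpQ* mutant, and here *ykuN* and *ykuO* exceed it (11.9-fold and 12.7-fold) while *ykuP* does not (7.11-fold), though its mean ratio does with the median of probes (10.2) and with the authors' gene table (11.2). The paper describes the PerR regulon as strongly derepressed in the *ytpQ* mutant, and here 3 of 13 listed genes, *katA*, *ahpC* and *ahpF*, rose. Their ratios on single arrays were 10.0 to 13.2, 5.57 to 6.71 and 3.63 to 3.91, and the paper found their proteins raised in this mutant too. The list used here also holds heme biosynthesis genes, *perR* and *fur*, so its count is not a like comparison with the paper's statement. The paper lists PerR genes and *spx* among those raised further by MG, and here 5 of 13 PerR genes had a larger ratio with MG. The differences for *katA* and *ahpC* were 0.22 and 0.00, and that for *spxA* was 0.51 (adjusted p = 0.986 from limma). These are differences of fitted log2 ratios, while the paper's values are mean ratios, so the measures are unlike. Single-array ratios with MG lay between 5.93 and 32 for *katA* and between 2.52 and 8.86 for *spxA*. Without MG they lay between 10.0 and 13.2 and between 3.11 and 3.58. Without MG replicate 1, 7 of 13 had a larger ratio, and the differences were 0.82 for *katA* (adjusted p = 0.862), 0.16 for *ahpC*, 0.47 for *ahpF* and 0.96 for *spxA* (adjusted p = 0.799), while that for *katA* was -0.40 without MG replicate 2. Upon MG, the median of the PerR list rose by 0.47 in the mutant channel (0.68 without MG replicate 1) and by 0.60 in the wild-type channel. For the Fur genes, 39 of 40 had a larger ratio with MG. The paper reports higher expression of *yfmLMN* with MG, and here *yfmL* was lower (log2 -0.76) and *yfmN* had a log2 ratio of 0.02, while *ywbL* of the *ywbLMN* operon was higher (1.81).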

Other observations

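The FsrA test was set before its result was seen, and the lists not named in the paper were fixed with the others; among what follows, the values without *spx* replicate 3 or MG replicate 1 and those of camera with an estimated correlation were added, and most single genes named, after the results had been seen.

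In the untreated *ytpQ* mutant, 8 of 9 arginine biosynthesis genes fell (9 when adjusted over the list alone; camera adjusted p = 2.53e-07, adjusted p = 0.462 with an estimated correlation), with a median log2 ratio of -2.37, and *argD* fell by 2.88 (standard error 0.343). With MG, 3 of the 9 fell, *argF*, *carA* and *carB* (BSU11240), named after their values were seen, and none without MG replicate 1. The *spx* and *ytpQ* effects differed for 5 of the 9 arginine genes (5 when adjusted over the list alone; camera adjusted p = 0.000304, adjusted p = 0.595 with an estimated correlation) and for none of 8 histidine synthesis genes (camera adjusted p = 0.0977). Of the 8 histidine synthesis genes, none passed in the *ytpQ* mutant with MG, the untreated call of *hisG* was lost without *spx* replicate 1 (adjusted p = 0.0641), and 8 were lower in the *spx* mutant (8 when adjusted over the list alone, median -2.88; camera adjusted p = 0.000707, adjusted p = 0.665 with an estimated correlation). The urocanase gene *hutU*, on the CodY list, rose 7.52-fold in the *ytpQ* mutant and had a log2 ratio of -2.29 in the *spx* mutant, a difference of -5.20 (adjusted p = 0.00035 from limma). Of 34 CodY-controlled genes, 6 rose in the untreated *ytpQ* mutant, 5 of them *hutH*, *hutU*, *hutI*, *hutG* and *hutM*, grouped after their values were seen, and *leuD* fell (7 and 3 when adjusted over the list alone; camera adjusted p = 0.000328, adjusted p = 0.668 with an estimated correlation); between the mutants the list had a camera adjusted p of 0.478. The aspartokinase gene *lysC* rose 7.25-fold in the *ytpQ* mutant and 1.09-fold (adjusted p = 0.667) in the *spx* mutant.

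Of 18 biofilm matrix genes, 17 rose in the *spx* mutant (17 when adjusted over the list alone; camera adjusted p = 7.68e-07, adjusted p = 0.66 with an estimated correlation), among them *tasA* (18.7-fold) and *sipW* (7.56-fold); 10 rose without *spx* replicate 3. In the untreated *ytpQ* mutant none passed limma and 11 were lower at an unadjusted p under 0.05 (camera adjusted p = 0.000339, adjusted p = 0.668 with an estimated correlation). Of the SOS genes under LexA, 6 of 23 were higher in the *ytpQ* mutant without MG (9 when adjusted over the list alone; camera adjusted p = 0.000341, adjusted p = 0.462 with an estimated correlation), led by the cell division inhibitor gene *yneA* (log2 2.29), and 3 higher (*recA*, *dinB* and *tagC*) and 11 lower in the *spx* mutant, or 6 and 7 without *spx* replicate 3. In the *ytpQ* mutant with MG their median was -0.27, with 4 (*tagC*, *ynzC*, *yhjB* and *yhjC*) higher and 6 lower. The ratio with MG minus that without had a median of -0.81, with no gene past limma (camera adjusted p = 6.33e-11, adjusted p = 0.201 with an estimated correlation). Read by channel, the median of these genes changed upon MG by 0.70 in the wild type and by -0.01 in the mutant. Of 53 ribosomal protein genes, 25 were lower and 3 higher in the *spx* mutant (the same counts when adjusted over the list alone). Of 19 σ B genes 10 fell there, *katE* by 2.04, and none rose; 8 fell without *spx* replicate 3. Of 12 heat shock genes under CtsR or HrcA, 4 rose (*clpE*, *groES*, *groEL* and *clpP*) and 1, *dnaJ*, fell there. The electrophile response list of 9 genes had 3 higher and 1, *yraA*, lower in the *spx* mutant, and 5 higher and 1 lower without replicate 3. In ICEBs1, 21 of 24 genes rose in the *spx* mutant (22 when adjusted over the list alone). Camera gave these lists in the *spx* mutant an adjusted p of 0.591 (LexA), 0.0091 (ribosomal proteins), 0.0189 (σ B), 0.624 (heat shock), 0.173 (electrophiles) and 2.02e-13 (ICEBs1), and adjusted p = 0.847, 0.665, 0.665, 0.78, 0.78 and 0.184 with an estimated correlation.

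Upon MG, the mutant channel of the *ytpQ* arrays had 4 genes higher at an adjusted p under 0.05 from limma, and 803 genes had an unadjusted p under 0.05. The 4 were *hxlA*, *hxlB*, the alcohol dehydrogenase gene *adhA* and *yraB*, higher by 4.10, 4.22, 5.00 and 5.08 log2 units. The count rests on single arrays, as 681 genes passed without MG replicate 1 and 0 without MG replicate 2 or 3. In the wild-type channel these genes were higher by 4.47, 4.36, 4.98 and 5.09, with an adjusted p of 0.145.

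Of 4105 genes, 136 were higher in both mutants, against 43.8 for independent lists, and 80 lower in both, against 84. Of the 235 genes lower in the untreated *ytpQ* mutant, 110 lie in the SPβ element and 125 elsewhere. The element had a median log2 ratio of -2.84 there and of 0.56 in the *spx* mutant, where 1 of 180 listed SPβ genes was lower. The element enters the overlap of lower genes and the correlation below, and neither was computed without it. Its 110 lower genes count toward the 84, though nearly all of its listed genes were not lower in the *spx* mutant. So 80 against 84 does not show that lower genes elsewhere overlap no more than independent lists. Across genes, which are not independent replicates, the correlation of the mutants' effects was 0.09 (Spearman 0.18), and that of the *ytpQ* effects with and without MG was 0.91 (0.81). By the rule of 3-fold on each of 3 arrays, 88 genes were higher and 117 lower in the untreated *ytpQ* mutant, 58 and 83 with MG, and 285 and 103 in the *spx* mutant. Turning the signs of 3 arrays gives 4 distinct splits, too few for a share under 0.05. In the *spx* mutant the real split gave 2320 genes and the highest other 0, with 1 of the 4 as large, and with MG 1072 and 0, with 1 of 4.

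A hypothesis was that the small RNA FsrA, encoded between *ykuI* and *ykuJ* and repressed by Fur, may rise with the Fur regulon in both mutants. The region had a log2 ratio of 0.85 in the untreated *ytpQ* mutant (standard error 0.255, adjusted p = 0.0596 from limma), 1.66 with MG (adjusted p = 0.000963) and 1.83 in the *spx* mutant (adjusted p = 0.000191). The opposite strand had -0.05, -0.08 and -0.12. The test set beforehand asked for a rise past the threshold in both mutants without MG. The *spx* mutant met it and the untreated *ytpQ* mutant missed the threshold, so the hypothesis stays open. The value with MG was not part of that test.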
